# IL6 supports long-term expansion of hepatocytes in vitro

**DOI:** 10.1038/s41467-022-35167-8

**Published:** 2022-11-29

**Authors:** Ren Guo, Mengmeng Jiang, Gang Wang, Bing Li, Xiaohui Jia, Yan Ai, Shanshan Chen, Peilan Tang, Aijie Liu, Qianting Yuan, Xin Xie

**Keywords:** Reprogramming, Cell growth, Regeneration

## Abstract

Hepatocytes are very difficult to expand in vitro. A few studies have demonstrated that chemical cocktails with growth factors or Wnt ligands can support long-term expansion of hepatocytes via dedifferentiation. However, the culture conditions are complex, and clonal expansion of hepatic progenitors with full differentiation capacity are rarely reported. Here, we discover IL6, combined with EGF and HGF, promotes long-term expansion (>30 passages in ~150 days with theoretical expansion of ~10^35^ times) of primary mouse hepatocytes in vitro in simple 2D culture, by converting hepatocytes into induced hepatic progenitor cells (iHPCs), which maintain the capacity of differentiation into hepatocytes. IL6 also supports the establishment of single hepatocyte-derived iHPC clones. The summation of the downstream STAT3, ERK and AKT pathways induces a number of transcription factors which support rapid growth. This physiological and simple way may provide ideas for culturing previously difficult-to-culture cell types and support their future applications.

## Abstract (web summary)

Hepatocytes are very difficult to expand in vitro. Here the authors discover that IL6 promotes long-term expansion (>30 passages) of primary mouse hepatocytes in vitro by converting the cells into hepatic progenitor cells, which maintain full capacity of differentiation into hepatocytes.

## Introduction

Liver is the primary metabolic organ in mammals. During homeostasis, the liver cells generally have a low turnover rate^1^. However, liver exhibits robust regeneration following chemical, viral or mechanical injuries, attributing to the immediate proliferation of hepatocytes^1–4^. After 2/3 partial hepatectomy (PHX) in mice, it takes only 1 week for the remaining liver to regenerate to the original size^5^. Comparing to the robust proliferation capacity in vivo, adult hepatocytes have been proven to be extremely difficult to culture and expand without losing their hepatic characteristics in vitro^6,7^. Due to the wide application of primary hepatocytes in drug toxicity and metabolism evaluation, and the potential use of hepatocyte cell therapy in liver diseases, to identify ways to expand hepatocytes in vitro is an urgent task.

It has been reported that hepatocyte replenishment following liver damage occurs via a reversible transition between hepatocytes and duct-like progenitor cells^8^. In 2017, two studies opened up a new dimension in hepatocytes culture following this progenitor idea. One has reported that a cocktail of small molecules A-83-01 (inhibitor of TGF-β signaling), Y27632 (inhibitor of ROCK kinase) and CHIR99021 (activator of canonical Wnt pathway) can convert rat and mouse hepatocytes into hepatic progenitor cells (HPC) with high proliferative capacity^9^. Another study has shown that a combination of five molecules A-83-01, Y27632, CHIR99021, S1P (sphingosine-1-phosphate) and LPA (lysophosphatidic acid) can expand mouse hepatocytes in vitro by promoting a reversible transition between hepatocytes and HPC^10^. Interestingly, a study has reported the combination of TNFα, (a vital inflammatory cytokine in liver regeneration^1^), A-83-01, Y27632 and CHIR99021 could promote mouse hepatocyte proliferation in 3D culture^11^. After that, a protocol that enables large-scale expansion of human hepatocytes, by using Wnt3a protein with A-83-01 and Y27632 in low oxygen condition, has been reported^12^. Recently more studies reported the culture of human fetal or adult hepatocytes using chemicals in combination with growth factors or conditioned medium in 2D or 3D conditions^13–16^. These conditions (Supplementary Table 1) all involve the use of chemicals which do not exist in vivo. And clonal expansion from a single liver/hepatocyte progenitor cell with full differentiation capacity are only seen in rat hepatocytes^9^. Is there a more physiological and simple way that can support clonal expansion of hepatocytes?

In partial hepatectomy model, many signaling molecules, including EGF, HGF, IL6, TNFα, insulin, bile acids, leptin, etc., increase rapidly in blood after the surgery^1,17–20^. IL6 is a cytokine widely studied in inflammation. Strikingly, IL6 also plays a central role in liver regeneration^1,19,20^. After partial hepatectomy, IL6 is rapidly produced by both Kupffer cells and hepatocytes^21,22^. In IL6 knockout mice, liver regeneration delays accompanied by increased liver necrosis after partial hepatectomy^21,23^, which could be corrected by IL6 treatment^23^. IL6 knockout increases hepatocytes apoptosis following CCl_4_ treatment, whereas pretreatment with IL6 reduces liver injury and accelerate regeneration^23,24^. Similar phenomena have also been observed in IL6 receptor deficient mice^25^. Although many evidences support that IL6 promotes liver regeneration in vivo, whether it can be used to support long-term expansion of hepatocytes in vitro remain unclear.

Here, we report that IL6 could promote long-term expansion (>30 passages in ~150 days with theoretical expansion of ~10^35^ times) of primary mouse hepatocytes in vitro, by converting hepatocytes into induced hepatic progenitor cells (iHPCs) which maintain the capacity of differentiation into hepatocytes. IL6 also supports the establishment of single hepatocyte-derived iHPC clones. Hepatocytes differentiated from these iHPCs could easily engraft and repopulate the whole liver of *Fah*^−/−^ mice. Further studies show IL6 mainly promotes the proliferation of diploidy hepatocytes. And a number of transcription factors, including Barx2, FoxM1, Elf3 and Mxd3, plays critical roles in IL6 induced hepatocytes proliferation.

## Results

### IL6 promotes primary hepatocytes expansion in vitro

Previous studies have shown that IL6 and TNFα are the most important inflammatory cytokines involved in liver regeneration in vivo^1,19,20^. To test their effects on hepatocyte proliferation, we cultured hepatocytes in the classical hepatocyte culture medium (HCM, containing epidermal growth factor (EGF) and hepatocyte growth factor (HGF)) supplemented with IL6 or TNFα. Consist with the general notion^9,26^, no proliferation of hepatocytes was observed in HCM at day 14 (Supplementary Fig. 1a, b). TNFα slightly promoted cell growth, while IL6 stimulated significant cell proliferation (Supplementary Fig. 1a, b). More concentrations of IL6 were tested, significant growth of primary hepatocytes could be observed with 0.1 ng/ml IL6, and growth reached a plateau at 3 ng/ml (Supplementary Fig. 1c, d). We passaged the hepatocytes in media containing 0.3–30 ng/ml IL6 at D14 and cultured them again in the same media with the same starting number, and only the higher concentrations (10 and 30 ng/ml) supported further rapid growth (Supplementary Fig. 1e). So, we used 30 ng/ml IL6 for further studies. The growth stimulating effect of IL6 could be blocked by IL6-antibody in a dose-dependent manner (Supplementary Fig. 2a–d). Previous studies have shown that EGF and HGF are important components of the early signaling pathways leading to liver regeneration/hepatocyte proliferation in vivo^1,19^. And EGF and HGF are widely used to culture primary hepatocytes^10,12^. Here we found EGF and HGF were not enough the stimulate the growth of hepatocytes, similar to previous studies^10^, but either one in combination of IL6 powerfully stimulated the growth of hepatocytes, and the combination of three gave the best result (Supplementary Fig. 2e, f). Based on these results, we summarized a strategy for using IL6 to promote hepatocytes proliferation in vitro (Fig. 1a), and the expansion medium was named as IL6-HCM. The proliferating cells at D14 shown typical epithelial morphology with a high nucleus/cytoplasm ratio, which is a typical feature of HPC^9^ (Fig. 1b). Comparing to freshly isolated hepatocytes, the cells cultured in IL6-HCM (D14) grow rapidly (Fig. 1c) and were highly positive for cell cycle markers Cyclin D1 and Ki67, and HPC markers Sox9 and Ck19, but the genes related to the functions of hepatocytes, including Albumin, Hnf4α, Cyp1a2 and Cyp2c9, were significantly reduced (Fig. 1d–f). So, these cells were named IL6-induced HPCs (IL6-iHPCs).

**Fig. 1:**
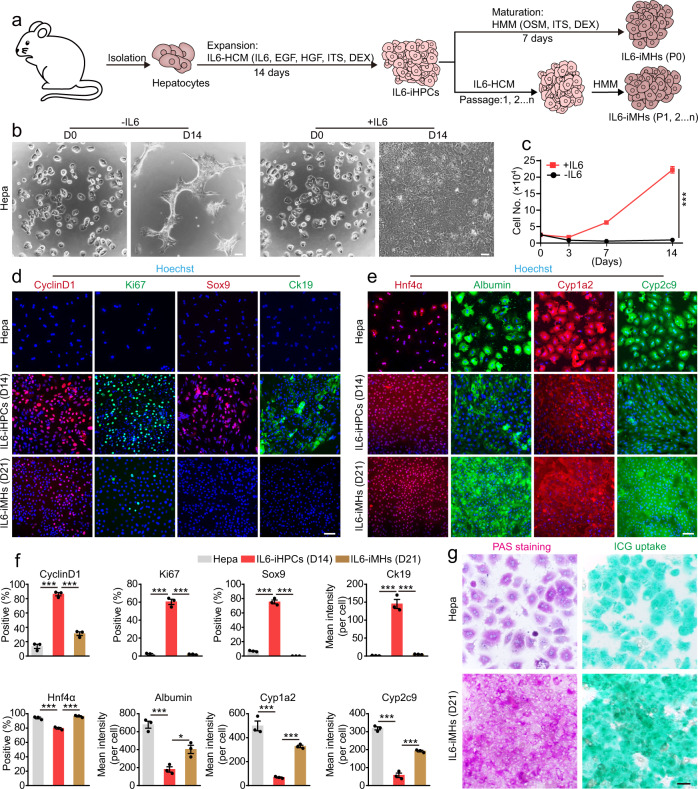
IL6 promotes primary hepatocytes expansion in vitro. **a** Schematic of IL6-induced hepatocyte to iHPC reprogramming and subsequent maturation to iMHs. **b** Representative images of the primary hepatocytes (Hepa, D0) and hepatocytes cultured with or without IL6 for 14 days (D14) (repeated for three times). **c** Growth curves of primary hepatocytes cultured with or without IL6 for 14 days. Data are Means ± SEM (*n* = 3 independent experiments). ***p < 0.001 (two-way ANOVA). Immunofluorescence staining of cell cycle markers CyclinD1 (red) and Ki67 (green), HPC markers Sox9 (red) and Ck19 (green) (**d**) and hepatic markers Hnf4α (red) Albumin (green), Cyp1a2 (red) and Cyp2c9 (green) (**e**) in primary hepatocytes (Hepa), IL6-iHPCs (D14) and IL6-iMHs (D21). Nuclei were stained with Hoechst 33342 (blue). **f** Statistical data of the immunofluorescence staining data in **d** and **e**. Data are Means ± SEM (Cells from three mice were analyzed independently, three random fields/mouse). *p < 0.05, ***p < 0.001 (two-tailed unpaired Student’s *t* test). **g** Representative images of PAS staining and ICG uptake in primary hepatocytes and IL6-iMHs (D21) (repeated for three times). Scale bars represent 100 µm. DEX dexamethasone, OSM oncostatin M. Source data and the exact *p* values are provided in a Source data file.

IL6-iHPCs (D14) could be differentiated into mature hepatocytes using a widely used hepatic maturation medium (HMM)^9^ with minor modifications (Fig. 1a). After culturing IL6-iHPCs (D14) in HMM for 7 days, the cells differentiate into typical mature hepatocyte morphology (Supplementary Fig. 3a), we named these cells as IL6-induced mature hepatocytes (IL6-iMHs). Immunofluorescence staining revealed that IL6-iMHs expressed low level of cell cycle markers CyclinD1 and Ki67, almost no HPC markers Sox9 and Ck19, and the genes highly expressed in mature hepatocytes including Hnf4α, Albumin, Cyp1a2 and Cyp2c9 were significantly increased to levels comparable to primary hepatocytes (Fig. 1d–f). Quantitative RT-PCR analysis also confirmed more HPC genes and cell cycle genes were upregulated in IL6-iHPCs (D14), but greatly reduced in IL6-iMHs, while the genes related to mature hepatocyte functions were all downregulated in IL6-iHPCs (D14), but then upregulated in IL6-iMHs (Supplementary Fig. 3b). Periodic acid-Schiff (PAS) and indocyanine green (ICG) uptake assay also showed that IL6-iMHs possessed the mature hepatocytes functions (Fig. 1g). Taken together, we found that IL6 could reprogram primary hepatocytes into iHPCs with high proliferation ability, and the IL6-iHPCs could be differentiated into mature hepatocytes.

### Long-term expansion of IL6-iHPCs with full differentiation capacity

To test whether IL6 can support long-term expansion of iHPCs, IL6-iHPCs were passaged every 5–7 days (∼90% confluence). IL6-iHPCs could be passaged for more than 30 times and the cumulative cell number increased from 2.5 × 10^4^ to about 1 × 10^40^ in ~150 days without any apparent morphological changes (Fig. 2a, b and Supplementary Fig. 4a). Interestingly, the growth rate kept increasing till reach a plateau at passage 20 (P20) (Fig. 2c). So, the time between passages gradually reduce from 7 to 5 days. Immunofluorescence staining revealed that IL6-iHPCs at P5, P10, P20 and P30 showed stable and high expression of the cell cycle markers CyclinD1 and Ki67 and hepatic progenitor markers Sox9 and Ck19 (Supplementary Fig. 4b, c). IL6-iHPCs at all passages could be differentiated into cells with typical mature hepatocyte-like morphology, these cells were named as IL6-iMHs-P5, P10, P20 and P30, respectively (Fig. 2d and Supplementary Fig. 5a). PAS staining, ICG uptake, immunofluorescence staining of Albumin, Hnf4α, Cyp1a2 and Cyp2c9 showed that IL6-iMHs-P5, P10, P20 and P30 were very similar to primary hepatocytes in these aspects (Fig. 2d and Supplementary Fig. 5a, b). More genes related to mature hepatocytes functions were also highly expressed by IL6-iMHs (Supplementary Fig. 5c). Similar to primary hepatocytes, IL6-iMHs were able to secrete albumin, produce urea and metabolize drugs (Fig. 2e).

**Fig. 2:**
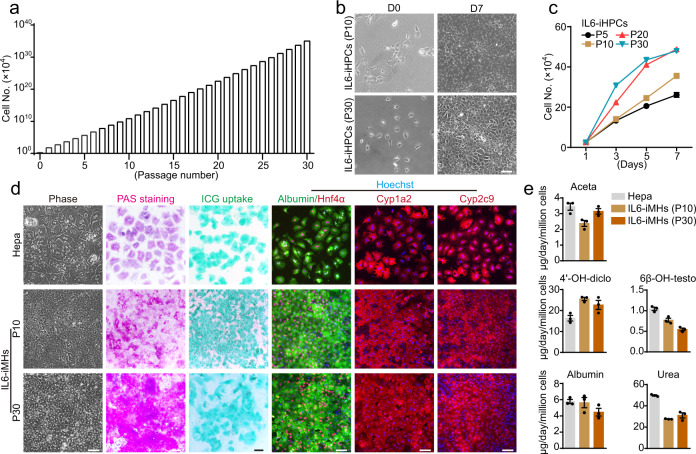
IL6 support long-term expansion of iHPCs without losing the differentiation capacity. **a** Calculated cumulative cell numbers of IL6-iHPCs for 30 passages. **b** Representative images of IL6-iHPCs (P10 and P30) cultured with IL6 at D0 and D7. **c** The growth curve of IL6-iHPCs from different passages. Data are Means ± SEM (*n* = 4 independent experiments). **d** Representative phase contrast images, PAS staining, ICG uptake and immunofluorescence staining of hepatic markers Albumin (green), Hnf4α (red), Cyp1a2 (red) and Cyp2c9 (red) in IL6-iMHs (P10 and P30), primary hepatocytes were used as control. Nuclei were stained with Hoechst 33342 (blue). **e** Albumin and urea secretion, and drug (phenacetin, diclofenac and testosterone) metabolism of IL6-iMHs (P10) and primary hepatocytes. The metabolic products (acetaminophen (Aceta), 4’-OH-diclofenac (4’-OH-diclo) and 6β-OH-testosterone (6β-OH-testo)) were measured by liquid chromatography-tandem mass spectrometry. Data are Means ± SEM (*n* = 3 independent experiments), normalized by cell numbers. Scale bars represent 100 µm. Source data are provided in a Source data file.

### Generation of iHPC clones from single hepatocyte with IL6

To confirm that IL6-iHPCs were indeed arise from hepatocytes, but not existing progenitor cells, a lineage-tracing experiment was carried out. R26R^tdTomato^ mice, in which tdTomato expression is prevented by a loxp-flanked STOP cassette, were crossed with the *Albumin*-Cre mice^27^ and the offspring (Alb-td-mice) would have the tdTomato expressing in all hepatocytes (td-Hepatocytes) specifically (Fig. 3a). Similar to our previous findings, td-Hepatocytes could also be reprogrammed into tdTomato^+^ IL6-iHPCs (IL6-td-iHPCs) (Supplementary Fig. 6a). Furthermore, we successfully established three single td-Hepatocyte-derived IL6-iHPCs lines (IL6-td-iHPCs-clone-1, 2 and 3, from three mice), indicating the powerful growth promotion effect of IL6. As expected, IL6-td-iHPCs-clones all possessed high proliferative capacity in IL6-HCM (Supplementary Fig. 6b–d) and were highly positive for cell cycle markers CyclinD1 and Ki67 and hepatic progenitor markers Sox9 and Ck19 (Supplementary Fig. 6e, f, i). These clones could also be differentiated into mature hepatocytes (IL6-td-iMHs-clone-1, 2 and 3) (Fig. 3b). The albumin and urea secretion (Fig. 3c), PAS staining, ICG uptake (Fig. 3d) and immunofluorescence staining of hepatic markers Albumin, Hnf4α, Cyp1a2 and Cyp2c9 showed that IL6-td-iMHs-clone-1, 2 and 3 were comparable to td-Hepatocytes (Fig. 3e, f and Supplementary Fig. 6g–i). Moreover, these IL6-td-iHPCs-clones could be passaged for at least 30 times (Supplementary Fig. 6j), and could still be differentiated into mature hepatocytes with high expression of Albumin and Hnf4α (Supplementary Fig. 6k).

**Fig. 3:**
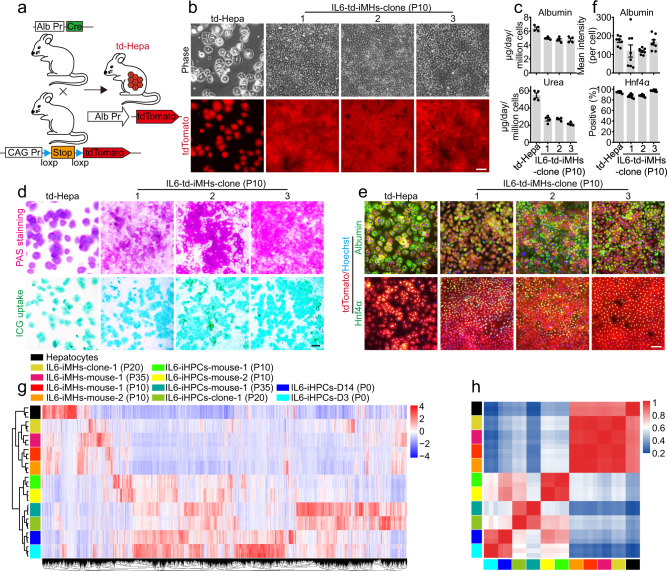
Generation of iHPC clones from single cells with IL6. **a** Schematic diagram of the genetic fate mapping method used to produce mice with hepatocytes expressing tdTomato (td-Hepa). **b** Representative morphologies and tdTomato (red) images of td-Hepa and three IL6-td-iMH clones (P10) derived from single cells. **c** The albumin and urea secretion capacities of IL6-td-iMH clones (P10) and primary td-Hepa. Data are Means ± SEM (*n* = 4 independent experiments). Representative PAS staining, ICG uptake (**d**) and immunofluorescence staining of hepatic markers Albumin (green) and Hnf4α (green) (**e**) in primary td-Hepa and IL6-td-iMH clones (P10). Nuclei were stained with Hoechst 33342 (blue). **f** Statistical data of the immunofluorescence staining data in **e**. Data are Means ± SEM (eight random fields for each group, three independently generated IL6-td-iMH clones were analyzed). **g** Transcriptome analysis among primary hepatocytes, IL6-iHPCs-D3 (P0), IL6-iHPCs-D14 (P0), IL6-iHPCs from different mouse and different passages and the IL6-iMHs differentiated from them (*n* = 3 technical repeats). The color bar at the right indicates gene expression in log2 scale. Red and green represent higher and lower gene expression levels respectively. **h** Pearson correlation map of primary hepatocytes, IL6-iHPCs-D3 (P0), IL6-iHPCs-D14 (P0), IL6-iHPCs from different mouse and different passages and the IL6-iMHs differentiated from them. The color bar at the right indicates a value of correlation between two samples. Red and blue colors represent higher or lower correlation coefficient between samples (*n* = 3 technical repeats). Scale bars represent 100 µm. Source data are provided in a Source data file.

For further characterization, transcriptomic comparison was carried out among primary hepatocytes, IL6-iHPCs-D3 (P0), IL6-iHPCs-D14 (P0), IL6-iHPCs from different mouse and different passages and the IL6-iMHs differentiated from them (Fig. 3g, h). 

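Purified mRNA of 33 samples, in 11 groups of 3, was sequenced in read pairs on an Illumina instrument. The groups were freshly isolated hepatocytes, the first culture (P0) at days 3 and 14, passaged IL6-iHPCs of mouse-1 at P10 and at P35, of mouse-2 at P10 and of clone-1 at P20, and IL6-iMHs made from each of these 4 passaged lines. IL6-iHPCs are proliferating, progenitor-like cells that arise when hepatocytes are cultured with 30 ng/ml IL6, and IL6-iMHs are the hepatocyte-like cells obtained from them by induced maturation. The legend of Fig. 3g, h gives the 3 samples of a group as technical repeats, so their spread, and every p-value computed from it, covers technical error and not the variation between mice. For this reason values are also given line by line, and 2 of the 4 lines are the same mouse at different passages. Reads on 4 Y-linked genes were present in the hepatocytes (994 to 1550 per sample), at D3, at D14 and in IL6-iHPCs-clone-1, and numbered at most 2 in any sample of the other passaged lines and 0 in all 12 IL6-iMH samples. Comparisons of these with hepatocytes therefore also differ in Y-linked expression, by donor or by loss in culture, and effects of donor were not separated from those of culture.
The authors deposited 1 value per gene symbol and sample, in 19357 rows, and the paper's text names no unit, aligner or annotation. The values were taken as FPKM (fragments per kilobase of transcript, scaled by the mapped fragments of each sample), since they are not whole numbers and their sums differ between samples until each value is multiplied by its gene's length. In FPKM, a few abundant transcripts that take much of a library lower the values of all other genes. Each value is a whole number of reads times a step set by the gene's length and the library's depth, and whole reads were found in this way for all 18830 genes that had any. A read here is the smallest unit counted, which the values do not show to be a single read or a pair. Samples held between 49.3 M and 88.9 M reads on genes (M, mega), with a median of 60.8 M. The median was 67.9 M in hepatocytes (56.4 to 77.5), 59.8 M at D3 (56.9 to 67.8) and 53.4 M at D14 (53.4 to 55.5). Among IL6-iHPCs it was 51.3 M in mouse-1 (P10) (49.3 to 52.3), 61.0 M in mouse-1 (P35) (58.6 to 73.9), 64.7 M in mouse-2 (57.3 to 72.0) and 63.5 M in clone-1 (60.8 to 75.4). In the corresponding IL6-iMHs it was 81.2 M (57.7 to 88.9), 59.2 M (54.9 to 62.4), 68.1 M (63.3 to 79.9) and 60.2 M (56.4 to 65.7). The reads of replicates differed by more than sampling noise in each of the 33 pairs, with a chi-square per gene of 2.90 to 6.38, so no library was listed again under another number.
Genes with at least 1 FPKM in at least 3 samples, 12328 in all, were tested on log2(FPKM + 1) with limma in 1 fit of the 11 groups, with Benjamini-Hochberg adjustment over all genes tested. A gene was counted as changed at an adjusted p-value under 0.05 and a change of at least 2-fold. An exact permutation test of 3 samples against 3 cannot go below p = 0.10, so p-values here rest on the variances that limma shares across genes. Fold changes on this scale understate the change of genes with low values. Values of passaged IL6-iHPCs or of IL6-iMHs as a class are means over the 4 lines. Genes are named by the symbols in the table, of which 27 had been turned into dates by a spreadsheet.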

The profiles of primary hepatocytes and IL6-iMHs were highly similar and they were grouped together. 

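Over the 307 genes with the largest median absolute deviation, Pearson's r between an IL6-iMH sample and a hepatocyte sample averaged 0.628 (SD 0.139, from 0.383 to 0.748 over all pairs). This r is taken across genes within pairs of samples, and genes are not independent replicates. By line, it averaged 0.744 in mouse-2 (P10), 0.704 in mouse-1 (P10), 0.668 in mouse-1 (P35) and 0.397 in clone-1 (P20), against 0.999 among the 3 hepatocyte samples. The alternative that moved it most was to use all 12328 genes, which gave 0.788.
Hierarchical clustering of the same 307 genes, each scaled, put all 12 IL6-iMH samples with the 3 hepatocyte samples in 1 of the 2 main branches, and all 18 samples of IL6-iHPCs in the other. When the tree was divided into 3, the hepatocytes stood apart from the IL6-iMHs. With all genes tested in place of the 307, 0 of the 12 IL6-iMH samples fell into the hepatocytes' branch.
Between IL6-iMHs and hepatocytes, 4020 genes (32.6%) differed in limma with Benjamini-Hochberg adjustment, 3060 of them higher and 960 lower in IL6-iMHs. The median log2 fold change of all genes was 0.46 as deposited and 0.01 after quantile normalization, which gave 1576 genes higher and 1340 lower. The count moved most without the 2-fold limit, to 10832 genes. It was 3112 in mouse-2 (P10), 4023 in mouse-1 (P10), 4336 in mouse-1 (P35) and 5587 in clone-1 (P20). In all 4 lines, 1519 genes were higher and 644 lower. When each line's fold changes were dealt out to genes at random and all 4 were set against the same simulated hepatocytes, at most 69 and 3 genes were so in 20 simulations. The sign of the change agreed in all 4 lines for 74.03% of genes, against 39.9% in simulations of unchanged groups that share their hepatocytes. Those simulations lack the upward shift of all genes (median 0.46). The contrast therefore does not separate this shift from agreement gene by gene. 43 genes were higher in some lines and lower in others.
Alb stood at 57237 ± 4521 FPKM in IL6-iMHs (SD, n = 12 samples) and 50010 ± 3332 FPKM in hepatocytes (SD, n = 3). The log2 fold change was 0.19 (standard error 0.09) with an adjusted p of 0.051 in limma. Its 0.00 after quantile normalization does not test this rise, since that setting gives genes of equal rank the same value. Hnf4a stood at 223 ± 44.2 FPKM against 140 ± 6.56 FPKM, a log2 fold change of 0.64. Among the genes that changed the same way in all 4 lines, Lcn2 rose most, from 2.88 ± 0.35 FPKM to 5693 ± 2712 FPKM (log2 fold change 10.27, standard error 0.08), followed by Cd63 (8.36) and Fabp4 (7.84). The largest falls were those of Mup7, Mup12 and Gm21320. Each was listed at 0 in all 12 IL6-iMH samples and stood in hepatocytes at 5811 ± 686 FPKM, 3151 ± 753 FPKM and 1751 ± 224 FPKM. Mup7 and Mup12 belong to a family of near-identical genes between which the authors' counting could have split reads, so their values are uncertain. The absence of Y-linked reads from all 12 IL6-iMH samples leaves open whether such falls come from the donors or from culture.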

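At day 3 of culture with IL6, 8135 of 12328 genes (66.0%) differed from hepatocytes in limma with Benjamini-Hochberg adjustment, 6641 higher and 1494 lower. At day 14 the count was 7758 (62.9%), with 6163 higher and 1595 lower, and in passaged IL6-iHPCs it was 7323 (59.4%), with 5931 higher and 1392 lower. As deposited, the median of all genes lay above hepatocytes by 1.14, 1.00 and 0.93 on the log2 scale in the 3 comparisons. Quantile normalization took these medians to 0.11, 0.09 and 0.13 and gave 3179 genes higher and 2749 lower at D3, 3117 and 2785 at D14, and 2797 and 2335 in passaged IL6-iHPCs. The 4 lines of passaged IL6-iHPCs had 6487 (mouse-1, P10), 6894 (mouse-2, P10), 7632 (clone-1, P20) and 8137 (mouse-1, P35) changed genes, and 3866 genes were higher and 985 lower in all 4 lines, against at most 625 and 4 in 20 simulations with fold changes dealt out to genes at random and the hepatocytes shared.
Over the 307 genes of the clustering, r with hepatocytes averaged -0.136 at D3 (from -0.149 to -0.117) and -0.0575 in passaged IL6-iHPCs (from -0.342 to 0.215). The sign depended on the choice of genes. Over all genes tested, r averaged 0.548 at D3 and 0.585 in passaged IL6-iHPCs, and over the 2688 genes with a MAD over 1 it averaged 0.193 and 0.277.
Alb fell from its level in hepatocytes to 381 ± 65.5 FPKM at D3 (SD, n = 3, log2 fold change -7.05), 3738 ± 455 FPKM at D14 (-3.75) and 5087 ± 2696 FPKM in passaged IL6-iHPCs (n = 12, -3.56). Arg1 fell to 0.67 FPKM at D3 (log2 fold change -9.38), and Cyp1a2 fell from 297 ± 23.1 FPKM to 0.38 FPKM (log2 fold change -7.76). Hnf4a was higher at D3 than in hepatocytes, at 199 ± 8.1 FPKM (log2 fold change 0.50, and 1.31 after quantile normalization). Sox9 rose from 1.29 FPKM to 20.4 FPKM at D3 (3.24) and 60.6 FPKM at D14 (4.76), and Krt19 from 0.03 FPKM to 8.13 FPKM (3.14) and 48.7 FPKM (5.59).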

The IL6 treated cells, even only for 3 days, were totally different from primary hepatocytes, indicating a clear reprogramming by IL6 (Fig. 3g, h). 

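A list of 45 cell cycle genes, drawn up without the study's own selection, was compared between the groups, and all 45 passed the filter on low values. In passaged IL6-iHPCs its median log2 fold change against hepatocytes was 2.33 (quartiles 1.81 and 3.23), against 0.93 over all genes tested, and 44 of the 45 genes were higher. Past both thresholds, 42 were higher and 1 lower, and 43 passed them adjusted over the list alone. In camera, which sets a list against all other genes with a preset correlation of 0.01, p was 2.7e-05 (adjusted 3.4e-05 over the 45 tests of 9 lists in 5 comparisons). In IL6-iMHs the list lay at -1.69 against the IL6-iHPCs of the same lines (quartiles -2.25 and -1.40), against -0.40 over all genes, with 44 of 45 genes lower, 39 of them past both thresholds (camera p of 1.2e-07, adjusted 1.6e-07). Both calls held in fry, which tests a list against no change (p of 4.9e-27 and 5.6e-28). Neither held in camera when the correlation between the list's genes was estimated from the data (p of 0.156 and 0.077). The median of 2.33 ran from 1.46 after quantile normalization to 4.79 in voom, and that of -1.69 from -1.33 to -2.73 under the same 2 settings. Against hepatocytes, IL6-iMHs kept a median of 0.38, against 0.46 over all genes (camera p of 0.173, adjusted 0.194), with 15 genes higher and 0 lower past both thresholds. That median ran from 0.13 after quantile normalization to 2.05 in voom, a setting added after the data were seen. It gained a call in camera without a filter (p of 0.0047) and in fry (p of 1.2e-15), and the other 6 of 8 alternatives gave none.
The 4 lines differed. Against hepatocytes, the median was 0.43 in IL6-iHPCs-mouse-1 (P10) (camera p of 0.53), 1.33 in mouse-2 (P10), 3.43 in clone-1 (P20) and 4.09 in mouse-1 (P35). From IL6-iHPCs to the IL6-iMHs of the same line, it changed by 0.05 in mouse-1 (P10) (camera p of 0.26), -0.70 in mouse-2, -2.61 in clone-1 and -3.56 in mouse-1 (P35). Over the alternatives, the median against hepatocytes ran from -0.13 after quantile normalization to 1.87 in voom in mouse-1 (P10), where fry alone gave a call (p of 2.8e-13), and under the same 2 settings from 0.54 to 3.69 in mouse-2, from 2.39 to 6.27 in clone-1 and from 3.09 to 6.70 in mouse-1 (P35). The change in mouse-2 ran from -0.10 after quantile normalization (camera p of 0.193) to -1.23 in voom. For this change, 6 of 8 alternatives gave the same call as the main fit, and 8 of 8 did in clone-1 and in mouse-1 (P35). Against hepatocytes, 7 of 8 did so in each of mouse-2, clone-1 and mouse-1 (P35). Without replicate 1 of IL6-iMHs-mouse-1 (P10), the change in that line was -0.003.
Rrm2 rose most of the list in passaged IL6-iHPCs, from 1.12 FPKM to 239 ± 212 FPKM (SD, n = 12, log2 fold change 5.97), and Pttg1 was the gene that fell (-1.28). Mki67 stood at 0.005 FPKM in hepatocytes, 12.9 ± 9.10 FPKM in passaged IL6-iHPCs (3.27) and 0.15 FPKM in IL6-iMHs, and Top2a fell from IL6-iHPCs to IL6-iMHs by 2.93 on the log2 scale. Ccnd1 stood at 2.23 FPKM in hepatocytes, 176 ± 102 FPKM in passaged IL6-iHPCs (5.51) and 37.6 FPKM in IL6-iMHs, which was above hepatocytes by 3.47. The standard deviations reflect the differences between the lines more than those between replicates.

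**Figure D1:**
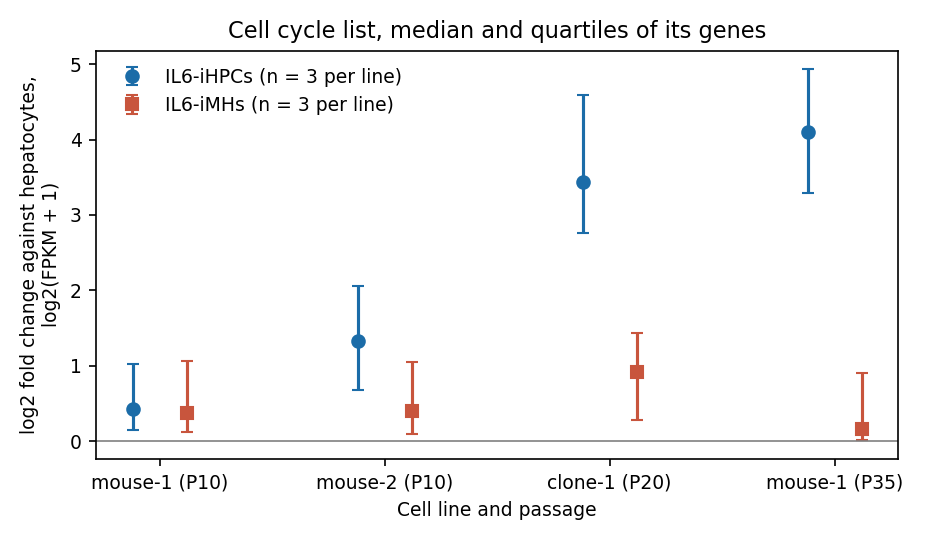
Log2 fold change of the 45 cell cycle genes against hepatocytes on log2(FPKM + 1) (vertical axis) in each of the 4 lines (horizontal axis), for IL6-iHPCs (blue circles) and IL6-iMHs (red squares). Symbols are medians over the genes and bars run from the lower to the upper quartile. The median of IL6-iHPCs goes from 0.43 in mouse-1 (P10), a value that ran from -0.13 to 1.87 over the alternatives, to 4.09 in mouse-1 (P35), which ran from 3.09 to 6.70.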

The cell cycle genes were dramatically upregulated in IL6-iHPCs but were downregulated in IL6-iMHs (Supplementary Fig. 7a). 

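6 lists of genes of hepatic function, drawn up by hand for cytochromes, bile acids, glucose, coagulation, lipids and xenobiotics, held 145 genes that passed the filter. In passaged IL6-iHPCs their median log2 fold change against hepatocytes was -3.77 (quartiles -6.48 and -1.54), with 128 of the 145 genes lower. Past both thresholds, 115 genes were lower and 11 higher, and 126 passed them adjusted over the list alone (camera p of 1.6e-50, adjusted 3.6e-49). From IL6-iHPCs to the IL6-iMHs of the same line the median was 1.59 (quartiles 0.51 and 2.98), with 127 genes higher, 94 of them past both thresholds and 6 lower past both (100 adjusted over the list alone, camera p of 1.2e-38, adjusted 1.4e-37). Against hepatocytes, IL6-iMHs remained at -1.62 (quartiles -3.66 and -0.16), with 112 genes lower. Past both thresholds, 84 were lower and 15 higher (99 adjusted over the list alone, camera p of 3.5e-32, adjusted 3.2e-31). All 3 calls held in fry (p of at most 1.9e-30) and with the correlation estimated from the data (p of at most 3.1e-05). The alternative that moved the first 2 medians most was limma voom on the recovered reads, added after the data had been seen, under which the first median was -4.41 and the second 2.67.
The medians in passaged IL6-iHPCs and in IL6-iMHs, both against hepatocytes, were -6.76 and -2.12 for the 23 cytochromes, and -4.14 and -2.45 for the 20 genes of bile acids. For the 19 genes of glucose they were -3.06 and -0.34, and for the 21 coagulation factors -2.95 and -1.68. The 30 genes of lipids had medians of -1.68 and -0.31, and the 32 genes of xenobiotics had -3.85 and -1.94. Each list was below the other genes in camera, with the weakest value for glucose in IL6-iMHs (p of 7.9e-05, adjusted 9.7e-05). After quantile normalization, glucose at -0.26 and lipids at -0.16 were no longer below the other genes in IL6-iMHs (camera p of 0.100 and 0.081).
Single genes went back to the level of hepatocytes to different degrees. Cyp2e1 stood at 2733 ± 142 FPKM in hepatocytes (SD, n = 3) and at 6.43 ± 5.96 FPKM in IL6-iMHs (SD, n = 12, log2 fold change -9.10, standard error 0.07). Cyp1a2 stood at 2.33 ± 2.17 FPKM in IL6-iMHs (-6.72), Serpinc1 at 16.6 ± 5.50 FPKM against 1606 ± 30.9 FPKM (-6.58), Pck1 at 1.49 ± 0.50 FPKM against 629 ± 45.6 FPKM (-8.01), Cyp7b1 at 0.15 ± 0.13 FPKM against 189 ± 15.0 FPKM (-7.37) and Apoa2 at 64.5 ± 44.0 FPKM against 10109 ± 764 FPKM (-7.65). Arg1 stood at 348 ± 287 FPKM against 1107 ± 68.5 FPKM (-2.53) and Fah at 267 ± 97.8 FPKM against 357 FPKM (-0.54). Other genes stood higher in IL6-iMHs than in hepatocytes, among them Cyp2b10 (3.86), Pck2 (5.32), Sult1d1 (3.66), Lpin1 (4.00), Nr1h4 (1.11) and Glul (1.70). Cyp2a12 rose by 7.06 and Cyp3a11 by 6.02 from IL6-iHPCs to IL6-iMHs.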

Genes related to hepatic function, including cytochromes, bile acid biosynthesis and metabolism, glucose metabolism, coagulation factors, lipid and fatty acid metabolism and xenobiotic metabolism, were downregulated in IL6-iHPCs and then upregulated in IL6-iMHs to similar levels as in primary hepatocytes (Supplementary Fig. 7b).

These results confirm that IL6-iHPCs do originate from hepatocytes and IL6 could be used to establish single hepatocyte-derived iHPC clones which retain full hepatic differentiation capacity after serial passages.

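In clone-1, named as a clone from a single hepatocyte, the hepatic function lists had a median log2 fold change against hepatocytes of -4.03 in IL6-iHPCs and of -2.16 in IL6-iMHs, and a median change of 0.92 between the 2 states. That change is uncertain, since 4 Y-linked genes had 6575 to 9095 reads in each IL6-iHPC sample of clone-1 and 0 in its IL6-iMHs, which leaves open whether both are the same clone. The paper's clone-1 carries a tdTomato reporter, whereas the sample records give the genotype of clone-1 as wild type, so the match with the traced clone was not established here. In mouse-1 at P10 these values were -2.60, -1.17 and 0.91, and in mouse-2 at P10 they were -3.33, -1.26 and 1.30. At P35, the highest passage, mouse-1 had -5.06 in IL6-iHPCs, -1.28 in IL6-iMHs and 2.84 between them. Compared directly, IL6-iHPCs of mouse-1 had a median of -1.51 at P35 against P10. From these transcriptomes, together with the cloned and traced hepatocytes, the paper concludes that IL6-iHPCs derive from hepatocytes and keep their capacity for hepatic differentiation over serial passages.

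**Figure D2:**
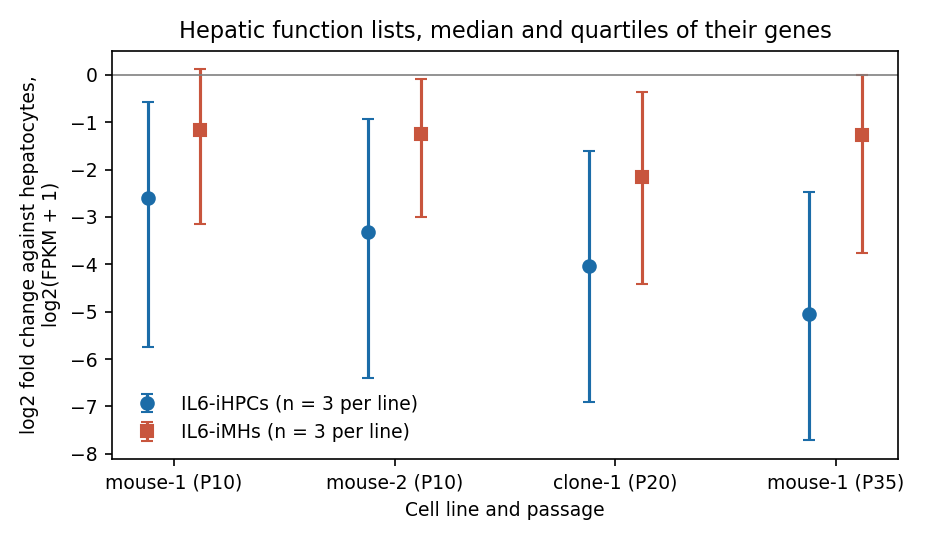
Log2 fold change of the 145 genes of hepatic function against hepatocytes on log2(FPKM + 1) (vertical axis) in each of the 4 lines (horizontal axis), for IL6-iHPCs (blue circles) and IL6-iMHs (red squares). Symbols are medians over the genes and bars run from the lower to the upper quartile. The medians of IL6-iMHs lie between -2.16 in clone-1 and -1.17 in mouse-1 (P10).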

### IL6-iMHs repopulate livers of *Fah*^−/−^ mice

*Fah*^−/−^ mice lack the tyrosine metabolic enzyme fumarylacetoacetate hydrolase (Fah) and require 2-(2-nitro-4-trifluoro-methylbenzyol)−1,3-cyclohexanedione (NTBC) supply for survival^28,29^. After NTBC withdrawal, *Fah*^−/−^ mice undergo liver failure and die in about 30 days, but they can be rescued by transplantation of functional hepatocytes^30–33^. This is an ideal model to evaluate hepatocyte functions in vivo. Thereby, after NTBC withdrawal, td-Hepatocytes, IL6-td-iMHs or IL6-td-iMHs-clone-1 (the iMHs were at P10, cultured in IL6-HCM for ~60 days and then in HMM for another 7 days) were transplanted into *Fah*^−/−^ mice via intrasplenic injection through a left-flank incision under tribromoethanol anesthesia (Fig. 4a). After NTBC withdrawal, all nine *Fah*^−/−^ mice without transplantation showed continuous body weight loss (Fig. 4b) and died within 30 days (Fig. 4c), and their livers showed severe inflammation and necrosis (Fig. 4d and Supplementary Fig. 8a). In contrast, the body weight of *Fah*^−/−^ mice receiving td-Hepatocytes, IL6-td-iMHs or IL6-td-iMHs-clone-1 began to recover after 2–3 weeks of transplantation (Fig. 4b). Remarkable, 9 out of 11 *Fah*^−/−^ mice receiving td-Hepatocytes, 10 out of 16 *Fah*^−/−^ mice receiving IL6-td-iMHs, 17 out of 18 *Fah*^−/−^ mice receiving IL6-iMHs-clone 1 survived for 2 months after NTBC withdrawal (Fig. 4c). Two months after transplantation, the livers receiving td-Hepatocytes, IL6-td-iMHs and IL6-td-iMHs-clone-1 were as normal as the Alb-td-mice and *Fah*^−/−^ mice before NTBC withdrawal/transplantation (Fig. 4d and Supplementary Fig. 8a). IL6-td-iMHs and IL6-td-iMHs-clone-1 could repopulate about 95% of the liver, similar to td-Hepatocytes (Fig. 4d, e and Supplementary Fig. 8b). The highly increased serum levels of AST, ALT, ALP and total bilirubin after NTBC withdrawal were almost returned to normal after transplantation (Fig. 4f). The repopulated td-Hepatocytes, IL6-td-iMHs and IL6-td-iMHs-clone-1 in *Fah*^−/−^ mice were almost 100% positive for Fah, Hnf4α and Albumin staining (Fig. 4g and Supplementary Fig. 8c, d). Interestingly, although IL6-iMHs were matured from IL6-iHPCs which were express the HPC and biliary epithelial cell marker Ck19, the repopulated IL6-td-iMHs were negative for Ck19, indicating no conversion of IL6-iMHs to biliary epithelial cells in vivo (Supplementary Fig. 8e). As previously reported, although hepatocytes appear histologically homogeneous, the liver lobule is actually organized into concentric zones, or rings, in which hepatocytes express different metabolic enzymes across the portal vein to central vein axis through which blood flows^34^. Typically, Glutamine synthetase (GS) is positive in pericentral hepatocytes and Arginase1 (Arg1) is positive in periportal hepatocytes^34,35^. Interestingly, the repopulated td-Hepatocytes, IL6-td-iMHs and IL6-td-iMHs-clone-1 expressed GS only in the pericentral region, and Arg1 only in the periportal region (Supplementary Fig. 8f, g), indicating that transplanted IL6-iMHs could be specified into GS or Arg1 positive hepatocytes according to the different zones they were located. The repopulated IL6-td-iMHs were isolated at D63 (Fig. 4a). As expected, these cells all express tdTomato (Supplementary Fig. 9a) without Ki67 and Ck19 staining, but were positive for PAS staining and all mature hepatocyte markers (Supplementary Fig. 9b–d). Moreover, these cells could still be induced to proliferate by IL6 (Fig. 4h, i).

**Fig. 4:**
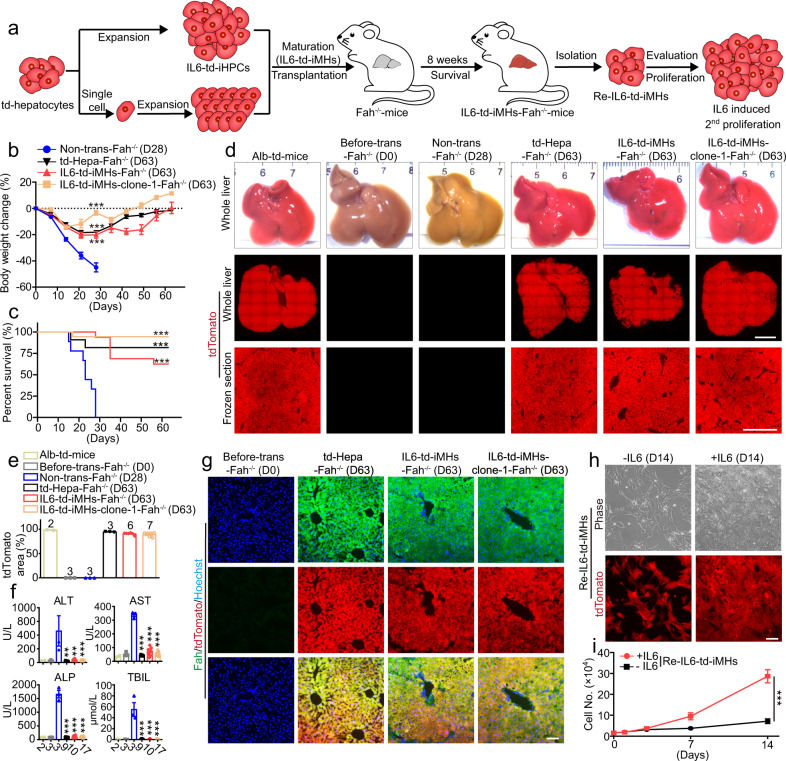
IL6 derived iMHs repopulate livers of Fah^−/−^ mice. **a** Schematic diagram of the experimental procedure: td-iMHs matured from IL6-expanded td-iHPCs (mixed population or single-cell clones) were transplanted into the liver of *Fah*^−/−^ mice, and the repopulated td-iMHs were isolated again 8 weeks later and tested for 2nd round of expansion with IL6. **b** Body weight change of *Fah*^−/−^ mice (no NTBC) receiving vehicle (Non-trans, *n* = 9 mice), primary td-hepatocytes (td-Hepa, *n* = 11 mice), IL6-td-iMHs (P10, *n* = 16 mice) and IL6-td-iMHs-clone-1 (P10, *n* = 18 mice). Data are Means ± SEM. Statistical differences between two groups were analyzed from D0–D28. ***p < 0.001 (two-way ANOVA). **c** Survival curves of the animals in **b**. ***p < 0.001 (Log-rank test). **d** Representative images of the whole livers (top), and fluorescent images of the whole livers (middle, scale bars represent 5 mm) and frozen sections of liver (down, scale bars represent 1 mm) from *Fah*^−/−^ mice before NTBC withdrawal (D0, *n* = 2 mice), 28 days after vehicle transplantation (no NTBC, *n* = 3 mice), or 63 days after td-Hepa (*n* = 3 mice), IL6-td-iMHs (*n* = 6 mice), or IL6-td-iMHs-clone-1 (*n* = 7 mice) transplantation (no NTBC). The liver of Alb-td-mice was used as control. **e** Quantitative analysis of tdTomato positive areas in liver (*n* = 2–7 mice, numbers of the animals were listed on top of the bar). **f** Serum levels of ALT, AST, ALP and TBIL in the *Fah*^−/−^ mice after transplantation. Data are Means ± SEM (*n* = 2–17 mice, numbers of the animals were listed under the bar). **p < 0.01, ***p < 0.001 (two-tailed unpaired Student’s *t* test). **g** Immunofluorescence staining of hepatic marker Fah (green) in frozen liver sections of *Fah*^−/−^ mice before or 63 days after transplantation. Nuclei were stained with Hoechst 33342 (blue). Representative morphology and tdTomato images (**h**) and growth curves (**i**) of hepatocytes isolated from the *Fah*^−/−^ mice repopulated with IL6-td-iMHs for 63 days and then cultured in vitro with or without IL6 for 14 days. Data are Means ± SEM (*n* = 4 independent experiments). ***p < 0.001 (two-way ANOVA). Scale bars represent 100 µm. ALT alanine aminotransferase, AST aspartate aminotransferase, ALP alkaline phosphatase, TBIL total bilirubin. Source data and exact *p* values are provided in a Source data file.

We also tested whether the long-term cultured IL6-td-iMHs (P35, cultured in IL6-HCM for >150 days and then in HMM for another 7 days) and IL6-td-iMHs-clone-1 (P20, cultured in IL6-HCM for ~100 days and then in HMM for another 7 days) could also rescue *Fah*^−/−^ mice. All of the *Fah*^−/−^ mice receiving IL6-td-iMHs (P35) and IL6-td-iMHs-clone-1 (P20) survived for 2 months after NTBC withdrawal (Supplementary Fig. 10a). The livers were almost fully occupied by the td-iMHs (Supplementary Fig. 10b, c). The serum levels of AST, ALT, ALP and total bilirubin were also returned to normal after transplantation (Supplementary Fig. 10d). The repopulated IL6-td-iMHs were almost 100% positive for Albumin staining (Supplementary Fig. 10e), and expressed GS in the pericentral region, and Arg1 in the periportal region (Supplementary Fig. 10f, g). Taken together, these results indicate that IL6-iMHs have functions of mature hepatocytes and can fully repopulate the liver of *Fah*^−/−^ mice after NTBC withdrawal and rescue these animals.

### Diploid cells account for the main expansion population of IL6-iHPCs

Previous studies have shown that mononucleated and binucleated polyploid hepatocytes are found in all mammalian species^36^. It is still unclear the exact functional differences between diploid and polyploid hepatocytes, some studies have shown that these cells may behave differently in metabolism, regeneration, tumorigenesis and in response to damage^37–41^. So, we evaluated the proliferation ability of diploid and polyploid hepatocytes in IL6-HCM. Consist with previous reports^36,42,43^, the percentage of diploid (2c), tetraploid (4c) and octaploid (8c) cells in fresh isolated hepatocytes were 4.20 ± 0.63%, 71.83 ± 2.23% and 23.11 ± 1.81%, respectively (Fig. 5a). Interestingly, after culturing in IL6-HCM for 14 days, although the number of 4c and 8c cells were also increasing, but not as fast as the 2c cells, and the percentage of 2c-hepatocytes increased from ~4% (D0) to ~30% (D14), while the percentage of 4c- and 8c-hepatocytes all decreased (Fig. 5b). The number of 2c-hepatocytes increased for ~40 times, and the number of 4c- and 8c-hepatocytes increased for only ~3 times. After serial passage, the percentage of the 2c-population kept increasing from ~40% (P1) to ~60% (P10), while the 4c-population decreased from ~45% (P1) to ~30% (P10) and the 8c-population dropped from 10% (P1) to 5% (P10) (Fig. 5c, d). These data strongly suggest that 2c-hepatocytes are the dominant population during IL6-induced proliferation. However, the ploidy of hepatocytes may change in different cell division stage and may reduce or increase via multipolar mitosis^43^. To better evaluate the proliferation ability of 2c, 4c and 8c-hepatocytes, we sorted these cells with FACS and then cultured them separately in IL6-HCM (Supplementary Fig. 11). Microscopic observations revealed that nearly all 2c-hepatocytes were mononucleated, and only ~40% of 4c-hepatocytes and ~7% of 8c-hepatocytes were mononucleated, and rest of the cells were binucleated (Fig. 5e, f). After culturing in IL6-HCM for 14 days, 2c-hepatocytes (IL6-2c-iHPCs) exhibited the highest expanding ability, the cell number increased for ~30 times (Fig. 5g). And the number of 4c-hepatocytes (IL6-4c-iHPCs) increased ~3 times while no obvious proliferation was observed in 8c cells (Fig. 5g). We also assessed the karyotypes at late passages of IL6-td-iHPCs (P46) and IL6-td-iHPCs-clone-1 (P20). These cells exhibited normal diploid karyotype (Supplementary Fig. 12a, b). In summary, 2c-hepatocytes account for the main expansion population in in vitro culture with IL6-HCM.

**Fig. 5:**
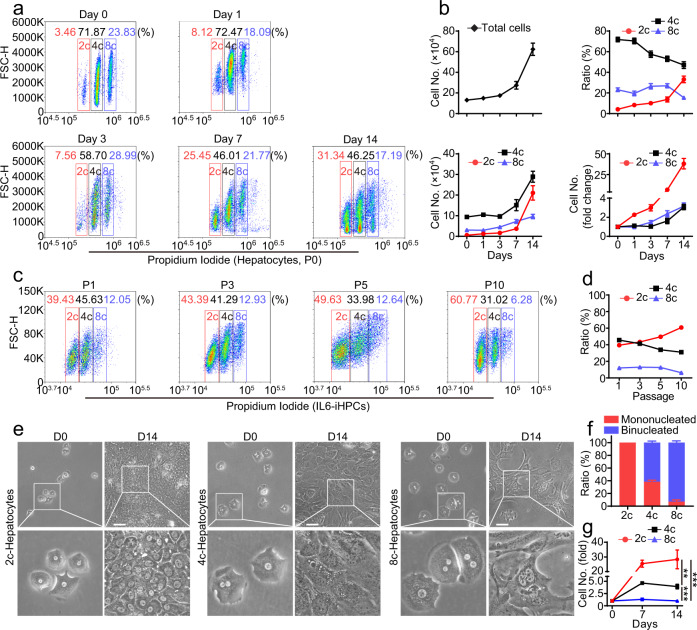
Diploid cells account for the main expansion population of IL6-iHPCs. **a** FACS analysis of ploidy in hepatocytes (P0) cultured in IL6-HCM at day 0, 1, 3, 7 and 14. **b** Statistical data of the total cell number, the ratio of 2c, 4c and 8c cells, the number of 2c, 4c and 8c cells, and fold change of 2c, 4c and 8c cell numbers in **a**. Data are Means ± SEM (*n* = 7 independent experiments). **c** FACS analysis of ploidy in IL6-iHPCs at passage 1, 3, 5 and 10. **d** Statistical data of the percentages of 2c, 4c and 8c cells in **c**. Data are Means ± SEM (*n* = 3 independent experiments). Representative images (**e**) and ratio (**f**) of mononucleated and binucleated cells in FACS sorted 2c, 4c and 8c hepatocytes. Data are Means ± SEM (*n* = 4 independent experiments). **g** Growth curves of sorted 2c, 4c and 8c hepatocytes cultured in IL6-HCM for 14 days. Data are Means ± SEM (*n* = 3 independent experiments). **p < 0.01, ***p < 0.001 (two-way ANOVA). Scale bars represent 100 μm. Source data and exact *p* values are provided in a Source data file.

### Mechanisms underlying IL6-induced hepatocyte expansion

We have demonstrated in Supplementary Fig. 2e, IL6 in combination with either one of EGF or HGF was enough to convert primary hepatocytes into iHPCs for long-term expansion in vitro. But since EGF + HGF yielded best result and are commonly used in HCM, we’ll consider them as a whole in following study. A number of pathways, including JAK/STAT3, MAPK/ERK and PI3K/AKT have been reported to be downstream of IL6, EGF and HGF^20,25^. Western blotting revealed that during short term treatment (within 6 h), IL6 strongly activated STAT3 and AKT, and slightly activated ERK1/2 pathway; while EGF + HGF strongly activated AKT and ERK1/2, but did not affect STAT3 pathway in hepatocytes (Fig. 6a). During hepatocytes cultured for 14 days in IL6-HCM (containing EGF + HGF), the STAT3 remained highly activated, while AKT was highly activated before Day 1 and maintained at a low activation level. Although the p-ERK1/2 remained at a high level at Day 14, but since total ERK1/2 increased along the time, the percent of activated ERK1/2 actually decreased (Supplementary Fig. 13a). Gene set enrichment analysis (GSEA) also demonstrated that there was a clear enrichment of genes related to IL6-JAK-STAT3 signaling in IL6-iHPCs (Day 14) comparing to primary hepatocytes (Day 0) (Supplementary Fig. 13b). 

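The list used here for IL6-JAK-STAT3 signaling was written by hand and holds 87 mouse genes, 66 of which passed the filter. The gene set of the GSEA software was not used here. Between IL6-iHPCs-D14 and hepatocytes, 53 of the 66 genes were higher and 13 lower, with a median log2 fold change of 1.63 (quartiles 0.61 and 2.92), against 1.00 over all genes tested. Past both thresholds, 40 were higher and 8 lower, and 48 passed them adjusted over the list alone. Camera gave a p of 0.190 (adjusted 0.209), so the list did not stand above the other genes in that test. Its p was 0.347 with an estimated correlation and at most 0.380 under the other alternatives. It fell under 0.05 after quantile normalization, where the list lay at 0.74 against 0.09 over all genes (p of 0.039). Leaving out any 1 of the 3 hepatocyte samples did the same, with 62 genes past the filter, medians of 1.69 to 1.72 and p from 0.037 to 0.039. Fry, which tests a list against no change and not against the other genes, moved the p most, to 5.8e-30.
Within the list, Cd44 rose most, from 0.32 FPKM in hepatocytes to 128 ± 2.07 FPKM at D14 (SD, n = 3, log2 fold change 6.62), followed by A2m, from 0.02 FPKM to 63.9 ± 7.80 FPKM (5.98). Stat3 rose from 25.4 FPKM to 94.6 FPKM (1.86). Inhbe (-2.63) and Il17rb (-1.77) fell most. The paper states that genes of this signaling were enriched in these cells, and its text prints no value for it.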

Several pathway inhibitors, including JAK/STAT3 inhibitors Crytotanshinone (Cry) and BP-1-102 (BP), PI3K/AKT inhibitors MK2206 (MK) and GSK2141795 (GSK), and MAPK/ERK1/2 inhibitor PD0325901 (PD), were all found to inhibit IL6 induced hepatocyte proliferation (Fig. 6b), indicating the combined activation of these pathways were necessary. TGFβ, an anti-proliferative factor in liver^20^, also blocked the proliferation (Fig. 6b).

**Fig. 6:**
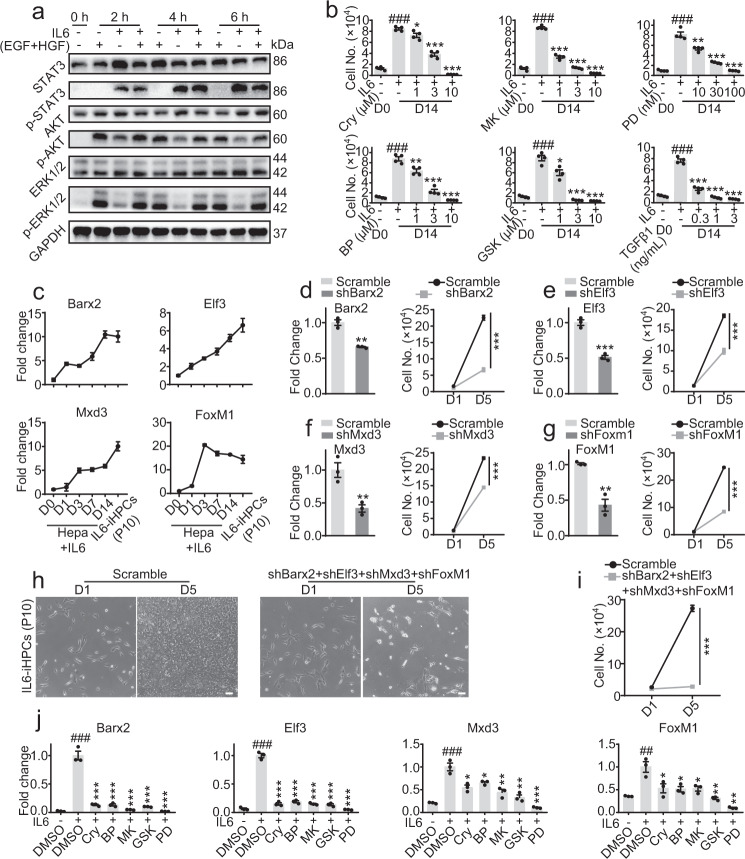
Signal pathways and TFs involved in IL6-induced hepatocyte expansion. **a** Western blot analysis of STAT3, p-STAT3, AKT, p-AKT, ERK1/2, p-ERK1/2 in hepatocytes treated with IL6, EGF/HGF or the combination for 2, 4 and 6 h. GAPDH was used as loading control. **b** Cell numbers of hepatocytes cultured in IL6-HCM and a number of pathway modulators, including Crytotanshinone and BP-1-102 (JAK/STAT3 inhibitor), MK2206 and GSK2141795 (PI3K/AKT inhibitor), PD0325901 (MARK/ERK1/2 inhibitor), and TGFβ1 for 14 days. Data are Means ± SEM (*n* = 4 independent experiments). ^###^*p* < 0.001 vs. first bar, *p < 0.05, **p < 0.01, ***p < 0.001 vs. second bar (two-tailed unpaired Student’s *t* test). **c** Quantitative RT-PCR analysis of *Barx2, Elf3, Mxd3 and FoxM1* in hepatocytes cultured in IL6-HCM for 14 days, and IL6-iHPCs (P10). Data are Means ± SEM (*n* = 3 independent experiments). **d**–**g** Quantitative RT-PCR analysis (left) of *Barx2, Elf3, Mxd3 and FoxM1* expression and cell number (right) of IL6-iHPCs (P10) 5 days after transfection of sh*Barx2*, sh*Elf3*, sh*Mxd3*, sh*FoxM1* or scramble sequence. Data are Means ± SEM (*n* = 3 independent experiments). **p < 0.01, ***p < 0.001 (two-tailed unpaired Student’s *t* test). Representative images (**h**) and cell number (**i**) of IL6-iHPCs (P10) with combination knockdown of *Barx2, Elf3, Mxd3 and FoxM1* in IL6-HCM. Data are Means ± SEM (*n* = 3 independent experiments). **p < 0.01, ***p < 0.001 (two-tailed unpaired Student’s *t* test). **j** Quantitative RT-PCR analysis of *Barx2, Elf3, Mxd3* and *FoxM1* expression in IL6-iHPCs (P10) cultured in IL6-HCM with various pathway inhibitors (Cry, BP, MK, GSK and PD) for 5 days. Data are Means ± SEM (*n* = 3 independent experiments). ^##^*p* < 0.01, ^###^*p* < 0.001 vs. first bar, *p < 0.05, **p < 0.01, ***p < 0.001 vs. second bar (two-tailed unpaired Student’s *t* test). Scale bars represent 100 µm. Source data and exact *p* values are provided in a Source data file.

Next, we sought to explore downstream transcription factors involved in IL6 induced hepatocyte proliferation. First line of evidence came from in vivo. After partial PHX, liver regeneration is impaired in the livers of IL6^−/−^ mice^21^, indicating an important role of IL6 in liver regeneration. 

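Livers were resected by partial hepatectomy (PHX), and liver tissue was profiled 6 h, 24 h, 3 days, 7 days and 14 days later beside normal liver. The table of these 18 samples holds 3 replicates per group and 17475 rows, and the paper's text does not say what the 3 replicates are. Unlike the cultures, these samples are whole tissue with all its cell types. The authors deposited values of the same kind as for the cells, taken as FPKM, from which whole reads were found for 17330 of 17331 genes with reads. Samples held between 46.9 and 73.98 M reads on genes, with a median of 53.8 M. The medians were 52.5 M in normal liver (51.1 to 53.9), 65.5 M at 6 h (58.4 to 73.98), 52.4 M at 24 h (49.7 to 53.3), 55.0 M at D3 (46.9 to 69.6), 68.4 M at D7 (53.8 to 68.7) and 53.1 M at D14 (49.9 to 56.2). Replicates differed more than in the cell cultures, with a chi-square per gene of 4.15 to 27.5 over the 18 pairs. The highest values belong to replicate 2 at D3, whose Pearson's r across genes with replicates 1 and 3 was 0.902 and 0.882, against 0.985 between those 2. Without it, the highest chi-square was 12.9.
Tests were made as for the cells, in a fit of their own, on the 11114 genes that passed the filter. In limma with Benjamini-Hochberg adjustment, 1810 genes differed from normal liver at 6 h (531 higher, 1279 lower), 878 at 24 h (416 and 462), 647 at D3 (370 and 277), 982 at D7 (868 and 114) and 331 at D14 (109 and 222). Quantile normalization gave 758 higher and 674 lower at 6 h, 429 and 422 at 24 h, 350 and 243 at D3, 580 and 221 at D7, and 128 and 141 at D14, so that 6 h in place of D7 had the most genes higher. It moved the median of all genes from -0.28 to -0.04 at 6 h and from 0.13 to -0.07 at D7. The count at D3 rested on single samples. It was 460 without replicate 2 and 1028 without replicate 3.
The paper's text gives no list of transcription factors and no fold threshold for these groups, and calls p-values under 0.05 by Student's t test significant in general. Symbols that matched patterns of names of transcription factor families were used, 1185 in the liver table and 1328 in the cell table, of which 705 and 879 passed the filters. To these were added all genes of the authors' table for day 7, which is headed as a transcription factor analysis although most of its symbols do not match the patterns. Main counts are therefore given for both sets, together and for the patterns alone.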

So, we evaluated the change of transcription factors in livers after PHX (PHX-6 h, 24 h, D3, D7 and D14). Comparing to normal liver, 115 transcription factors which were dramatically increased in PHX-6 h, 24 h or D3 and decreased to normal levels in PHX-D7 and D14 were picked out (Supplementary Fig. 14a, d, Group 1). On the other hand, comparing to primary hepatocytes, 361 transcription factors which were significantly increased in IL6-iHPCs-D3, IL6-iHPCs-D14, IL6-iHPCs-mouse-1 (P10) and IL6-iHPCs-mouse-2 (P10) were identified (Supplementary Fig. 14b, d, Group 2). Moreover, we also compared the transcription factors in IL6-iHPCs-D7 and hepatocytes cultured in HCM (no IL6) for 7 days (HCM-Hepa-D7). 

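Genes were placed in Group 1 when they were higher than in normal liver at 6 h, 24 h or D3, at an adjusted p-value under 0.05 in limma and at least 2-fold, and were not so at D7 nor at D14. Of the 947 genes of the combined set that were tested in liver, 81 were higher at an early time and 30 of those were higher late, which left 51 in Group 1. By time, 30 of the 51 were higher at 6 h, 24 at 24 h and 18 at D3. Of the symbols that match the patterns alone, 52 were higher early and 22 of these late, which left 30. Of these 30, 16 were higher at 6 h, 15 at 24 h and 10 at D3. The size of Group 1 moved most with the fold threshold, to 113 at 1.5-fold and 16 at 4-fold. Stat3, Sox9 and Foxm1 were among the 51.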

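Group 2 held genes that were higher in each of the 4 cultures than in hepatocytes, by the same thresholds. Of the 1192 genes of the combined set that were tested in the cell table, 794 were higher at D3, 696 at D14, 573 in IL6-iHPCs-mouse-1 (P10) and 619 in IL6-iHPCs-mouse-2 (P10), and 440 were higher in all 4. Among the symbols that match the patterns alone, these counts were 677, 590, 460 and 513, and 392 were higher in all 4. The same hepatocyte samples enter all 4 comparisons. In 20 simulations that shared them and dealt out the fold changes of each culture to genes at random, at most 75 genes of the combined set were higher in all 4. Asking for a rise in at least 1 of the 4 cultures moved the count most, to 905. Quantile normalization, which removes most of the rise in the median of all genes in these cultures, left 180. Stat3 and Sox9 were in Group 2 as in Group 1.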

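The third table holds 3 samples each of primary hepatocytes, HCM-Hepa-D7 and IL6-iHPCs-D7 (P0). HCM is the hepatocyte culture medium with EGF and HGF and no IL6. It was used here only in part, since it breaks off after 480 complete rows, so a transcription factor absent from these rows was not analysed here. The 480 genes are of all kinds, and 25 of their symbols match the transcription factor patterns. The values were taken as FPKM made by the authors in the same way as in the other tables, and the depth behind them was not recovered. 276 genes passed the filter, 17 of them with symbols that match the patterns, and they were tested as in the other tables in a fit of the 9 samples.
In limma with Benjamini-Hochberg adjustment, 147 of the 276 genes differed between IL6-iHPCs-D7 and primary hepatocytes (128 higher, 19 lower), and 149 between HCM-Hepa-D7 and primary hepatocytes (126 higher, 23 lower). The median of all genes was 0.85 above primary hepatocytes in the first comparison and 0.87 in the second. Quantile normalization moved the first to -0.25 and gave 63 genes higher and 75 lower, and it gave 56 higher and 68 lower in the second. Between the 2 cultures, 15 genes differed, 13 higher and 2 lower with IL6.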

Comparing to hepatocytes and HCM-Hepa-D7, 85 transcription factors which were dramatically increased in IL6-iHPCs-D7 were picked out (Supplementary Fig. 14c, d, Group 3). 

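In the part of the day 7 table used here, 11 of 276 genes were higher in IL6-iHPCs-D7 than in both primary hepatocytes and HCM-Hepa-D7, at an adjusted p-value under 0.05 in limma and at least 2-fold. They were Acnat2, Adm2, Cebpd, Fam129a, Nupr1, P3h4, Psca, Serpina7, Sh3tc1, Uts2b and Vil1, listed as the whole group and not picked by their values. Of these, 1 symbol, Cebpd, matches the transcription factor patterns. Cebpd stood at 65.5 ± 8.08 FPKM in IL6-iHPCs-D7 (SD, n = 3), 4.12 above primary hepatocytes and 2.64 above HCM-Hepa-D7 on the log2 scale. Of the 17 symbols that match the patterns, 7 were higher with IL6 than in HCM-Hepa-D7 at an unadjusted p under 0.05, and 2 past both thresholds. The count of 11 moved most with the fold threshold, to 26 at 1.5-fold and 3 at 4-fold. From the impaired regeneration of livers that lack IL6, the paper reasons to a search for transcription factors that change after PHX. It then compares these with transcription factors raised in culture with IL6.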

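Groups 1 and 2 shared 24 genes, and 16 when only symbols that match the transcription factor patterns were used. Among the 919 genes tested in both tables, 50 of Group 1 and 394 of Group 2, an overlap of 21.4 is what unrelated groups would give (two-sided Fisher's exact test, p = 0.466). For the patterns alone, among 677 genes with 29 and 350 in the groups, it is 15.0 (same exact test, p = 0.850). The overlap moved most with a threshold of 1.5-fold, to 82, where the groups themselves grew to 113 and 646 genes. The exact test was made at 2-fold only, so whether 82 exceeds what unrelated groups would give is left open. Groups 2 and 3 shared 4 genes, and Groups 1 and 3 shared 1, against 1 and 0 with the patterns alone. With the part of the day 7 table used here, 1 gene, Serpina7, was in Groups 1, 2 and 3, and 4 genes were at 1.5-fold. With the patterns alone there were 0, and Serpina7, which encodes a serpin, does not match them.
Serpina7 stood at 14.2 ± 8.36 FPKM in normal liver (SD, n = 3) and rose at 6 h by 1.21 on the log2 scale (adjusted p = 0.041 in limma) and at 24 h by 2.33, to 73.5 ± 31.8 FPKM (adjusted p = 0.0018). Without either of 2 normal livers, or without either of 2 samples at 6 h, the rise at 6 h lay between 0.96 and 1.31 and was no longer past the threshold. Its changes of -0.01 at D3 and -0.23 at D7 had no stable sign when single samples were left out. In the cultures, Serpina7 stood at 2.25 FPKM in hepatocytes, 445 FPKM at D3 (log2 fold change 7.10), 38.7 FPKM at D14 (3.61), 208 ± 93.8 FPKM in IL6-iHPCs-mouse-1 (P10) (5.92) and 257 ± 12.0 FPKM in IL6-iHPCs-mouse-2 (P10) (6.31). At day 7 it stood at 75.7 ± 11.3 FPKM with IL6, 12.1 FPKM in HCM-Hepa-D7 (log2 fold change 2.53) and 5.41 FPKM in primary hepatocytes (3.57).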

At last, we compared the transcription factors in Group 1, 2 and 3, and 16 genes were identified (Supplementary Fig. 14d). 

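Barx2, Elf3, Mxd3 and Foxm1 are 4 transcription factors with low values in normal liver and in hepatocytes, which the scale of log2(FPKM + 1) compresses. None of them is among the 480 genes of the day 7 table used here. In limma with Benjamini-Hochberg adjustment, Foxm1 was in Group 1 and Elf3 in Group 2, and Barx2 and Mxd3 were in neither.
Barx2 was listed at 0 in all 3 normal livers and all 3 hepatocyte samples, so no fold change is given. In liver it was below the filter and highest at PHX-D3, where the 3 replicates were at 0.01, 1.63 and 0 FPKM, so that its mean rests on replicate 2. In culture it stood at 0.17 ± 0.02 FPKM at D3 (SD, n = 3), 0.58 ± 0.05 FPKM at D14, 1.98 ± 0.09 FPKM in IL6-iHPCs-mouse-1 (P10), 1.40 ± 0.09 FPKM in mouse-2 (P10), 1.87 ± 0.37 FPKM in mouse-1 (P35) and 5.76 ± 0.06 FPKM in clone-1 (P20).
Elf3 stood at 0.27 ± 0.06 FPKM in normal liver and at 0.55, 2.63 and 0.45 FPKM in the 3 replicates of PHX-D3, where replicate 2 again carried the rise (log2 fold change 0.67, adjusted p = 0.048). At D7 it was still raised, at 1.12 ± 0.21 FPKM (0.74, adjusted p = 0.031). In culture it rose from 0.21 ± 0.07 FPKM in hepatocytes to 2.30 FPKM at D3 (1.45) and 2.38 FPKM at D14 (1.48), and to 4.78 FPKM (2.26) and 7.66 FPKM (2.84) in the P10 lines of mouse-1 and mouse-2. Over the alternatives the change ran from 0.20 to 3.51 at D3 and from 0.35 to 3.54 at D14. Elf3 left Group 2 after quantile normalization and at 4-fold.
Mxd3 rose from 0.27 ± 0.07 FPKM in normal liver to 2.07, 1.497 and 3.32 FPKM at PHX-D3 (log2 fold change 1.33, standard error 0.16, adjusted p = 0.00011). It was at 1.57 ± 0.37 FPKM at D7, a log2 fold change of 1.00 (adjusted p = 0.00026), which is at the 2-fold limit and fell below it without any 1 of 3 samples, to as little as 0.89. In culture it rose from 0.21 FPKM in hepatocytes to 0.75 FPKM at D3 (0.54), 0.84 FPKM at D14 (0.60), 1.59 FPKM in mouse-1 (1.09) and 0.95 FPKM in mouse-2 (0.68). After quantile normalization it was lower than in hepatocytes at D3 (-0.56) and D14 (-0.53). The highest values over the alternatives were 1.86 at D3 and 2.02 at D14. As a mean over the 4 passaged lines, Mxd3 stood at 3.07 ± 1.96 FPKM (1.58).
Foxm1 rose from 0.16 ± 0.11 FPKM in normal liver to 2.16, 1.03 and 3.57 FPKM at PHX-D3 (log2 fold change 1.41, standard error 0.20, adjusted p = 0.00029), stood at 1.14 ± 0.09 FPKM at D7 (0.88, adjusted p = 0.0035) and was at 0.34 FPKM at D14 (0.21). In culture it rose from 0.06 ± 0.02 FPKM in hepatocytes to 3.50 FPKM at D3 (2.05), 3.92 FPKM at D14 (2.21) and 3.78 FPKM in mouse-2 (2.17), and less in mouse-1 at P10, to 0.86 FPKM (0.81). It reached 20.7 FPKM in clone-1 (P20) and 38.7 FPKM in mouse-1 (P35).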

The top 4 genes, including BARX Homeobox 2 (Barx2), E74-like factor 3 (Elf3), Max dimerization protein 3 (Mxd3) and Forkhead box M1 (FoxM1) were evaluated further (Supplementary Fig. 14e–g). Interestingly, FoxM1 was recently reported to promote liver regeneration through a vagus-macrophage-hepatocyte link^44^. Quantitative RT-PCR analysis shown that *Barx2, Elf3, Mxd3* and *FoxM1* in hepatocytes were dramatically increased after cultured with IL6-HCM for 14 days and in IL6-iHPCs (P10) (Fig. 6c). Knockdown of *Barx2, Elf3, Mxd3* or *FoxM1* in IL6-iHPCs (P10) using shRNA dramatically inhibited the growth (Fig. 6d–g). Knockdown of *Barx2, Elf3, Mxd3* and *FoxM1* simultaneously, the IL6-iHPCs (P10) almost lost the growth capacity (Fig. 6h, i). Furthermore, in IL6-iHPCs cultured with pathway inhibitors Cry, BP, GSK, MK or PD for 5 days, *Barx2, Elf3, Mxd3* and *FoxM1* were all dramatically decreased (Fig. 6j), indicating that *Barx2, Elf3, Mxd3* and *FoxM1* were the common downstream of JAK/STAT3, MARK/ERK1/2 and PI3K/AKT pathways. In conclusion, the JAK/STAT3, MAPK/ERK1/2 and PI3K/AKT pathways downstream of IL6, EGF and HGF all contribute to the reprogram of hepatocytes into iHPCs and subsequent proliferation, and these pathways may regulate the growth of iHPCs via upregulation of transcription factors including *Barx2, Elf3, Mxd3* and *FoxM1*.

## Discussion

Adult hepatocytes have amazing proliferative capacity in liver but are very difficult to culture or expand in vitro. Here, we discovered that IL6, in combination with EGF and HGF, can support long-term (>30 passages in ~150 days with theoretical expansion of ~10^35^ times) expansion of hepatocytes in vitro in an easy 2D format by converting the hepatocytes into a progenitor state. IL6 also supports the establishment of single hepatocyte-derived iHPC clones. These IL6-iHPCs can be easily differentiated into mature hepatocytes, which can rescue *Fah*^−/−^ mice after transplantation. This is a culture media very close to physiological conditions. IL6 at 0.1 ng/ml is enough to induce the growth of primary hepatocytes, while 10–30 ng/ml IL6 could support long-term culture. IL6 is typically very low in the serum, less than 1 pg/ml in mice^45^ and less than 100 pg/ml in human^46^. But after hepatectomy, serum IL6 can reach 4 ng/ml in mice^45^ and 0.7 ng/ml in human^46^, and the local concentration of IL6 in the liver might be even higher, since liver macrophages, including Kupffer cells, are the major source of IL6^47^.

TNFα is another inflammatory cytokine that has been found to play a critical role in liver regeneration^20^. TNFα receptor knockout (TNFR-KO) or blocking TNFα with antibodies all impaired liver regeneration in mice or rat^48,49^. However, we found TNFα has limited potential in promoting hepatocyte growth in vitro. Akerman et al. have reported a potential role for TNFα in liver regeneration, they showed that TNFα blockage inhibited the increase in circulating levels of IL6 after PHX^48^. Four hours after PHX, the IL6 mRNA decreased by more than ten-fold in the liver of TNFR-KO mice comparing to wild-mice^49^, and thus the increases in the binding of NFκΒ and STAT3 to DNA also failed to occur^49^. Moreover, the reduced hepatocyte replication and STAT3 binding in TNFR-KO mice could be completely correct by injection of IL6^49^. These results demonstrated a sequence of events for the initiation of liver regeneration: TNFα-NFκB-IL6-STAT3-DNA synthesis-regeneration^49^. TNFα has been reported to regulate function and cytokine secretion of macrophages^49–51^. TNFα has also been found to activate NFκB pathway and IL6 production in Kupffer cells, which leads to STAT3 activation in hepatocytes^52^. Combining these results with our observations, it is clear that TNFα promotes liver regeneration by enhancing IL6 production from macrophages and Kupffer cells, which in turn stimulate hepatocytes proliferation. This may explain why TNFα could induce hepatocytes proliferation in vivo but not in vitro.

We found in hepatocytes, IL6 mainly activates STAT3 pathway, while EGF/HGF mainly contribute to the activation of ERK and AKT pathways. Blocking any one of these pathways leads to failure of hepatocyte expansion, indicating a summation of these pathways is required. Here we identified a group of transcription factors regulated by the combination of STAT3, ERK and AKT pathways, downstream of IL6, EGF and HGF. The top ones being *Barx2, Elf3, Mxd3* and *FoxM1*. Knockdown any of the four reduced the growth the IL6-iHPCs, while simultaneous knockdown of these genes totally blocked proliferation of iHPCs in IL6-HCM. Interestingly, a recent study has reported that *FoxM1* activation is involved in post-injury liver regeneration stimulated by the Vagus-macrophage-hepatocyte network^44^. Compared to *FoxM1*, little is known about the other three TFs in hepatocytes proliferation or liver regeneration. Among them, *Barx2*, a member of the Bar class homeobox gene family, regulates transcription of specific cell adhesion molecules in the mouse^53^. *Barx2* has been reported to regulate muscle growth and repair by regulating satellite cell proliferation and differentiation^54^. *Barx2* has also been reported to function as tumor suppressor in ovarian cancer^53,55^. *Elf3*, a member of the E-twenty-six family of transcription factors, has previously been implicated in the epithelial-mesenchymal transition in hepatocellular carcinoma cells^56^. Upregulation of *Elf3* has been found in NASH induced liver injury, and *Elf3* has also been found to control the genes associating NASH induced reprogramming of hepatocytes to biliary-like hepatocytes^57^. The role of *Mxd3* on liver regeneration was rarely studied, but a study reports that *Mxd3*, as a member of Mad proteins family is highly expressed in fetal liver and low in adult liver^58^, suggesting a possible role of *Mxd3* in hepatocyte proliferation. The exact roles of these genes in in vitro hepatocyte proliferation and in vivo liver regeneration need to be further studies.

Another interesting finding in our study is that the 2c-hepatocytes compose the major expanding population in the in vitro culture system. In adult liver, ~90% of rodent and 50% of human hepatocytes are polyploid^36,59^. Polyploid hepatocytes have been reported to have enhanced functions including metabolism, protein synthesis and secretion^60–62^. In liver regeneration, both diploid and polyploid hepatocytes contribute to liver regeneration^36,38^.However, it has been reported that diploid hepatocytes showed a proliferative advantage, entering and progressing through the cell cycle faster than polyploid cells, both in vitro and during liver regeneration after PHX^43^. On the other hand, in various liver injury models, polyploid hepatocytes have also been found to reduce their ploidy during regeneration^38^. Single-cell analysis has shown that a subpopulation within the 2c-hepatocytes co-expresses the mature hepatocyte markers and HPC markers^42^. Diploid hepatocytes have also been reported to exhibit a stronger binding of insulin than polyploid cells, which is another important factor in liver regeneration^37^. These studies indicate that both the diploid and polyploid hepatocytes can proliferate during liver regeneration. However, in IL6-induced hepatocyte growth in vitro, 2c cells seem to be the only population that can proliferate in long-term culture. After culturing in IL6-HCM for 14 days, the number of FACS-sorted 2c-cells increased for ~30 times (Fig. 5g). The number of FACS-sorted 4c cells only increased ~3 times, and the growth may come from the mixed small amount of 2c cells, which were at G2 stage and inseparable from 4c cells. No proliferation was observed in 8c cells (Fig. 5g), further indicating that 4c cells may not proliferate, since the 8c cells should also contain small amount of 4c cells at G2 stages. More careful studies need to be carried out to fully elucidate the differences observed in in vivo and in vitro hepatocyte growth.

In conclusion, IL6 in combination with EGF and HGF can reprogram primary hepatocytes to iHPCs for long-term expansion without losing the maturation capacity in vitro. IL6-iMHs resemble primary hepatocytes in both gene expression profiles and functions, and can repopulate almost the whole liver of *Fah*^−/−^ mice and rescue them. This physiological and simple way to expand primary hepatocytes in vitro may provide new ideas in culturing previously difficult-to-culture cell types and support their application in regenerative medicine.

## Methods

All the experiments were complied with international guidelines and were approved by the Ethics Committee of Shanghai Institute of Materia Media.

### Mice

All mice were housed under controlled humidity (60 ± 10%) and temperature (22 ± 1 °C) conditions and under 12-h light/dark cycles. The care and the use of animals were complied with international guidelines and were approved by the Animal Ethics Committee of Shanghai Institute of Materia Media.

### Isolation of mice primary hepatocytes

Mice (C57BL/6J) at the age of 8–10 weeks were used. Mouse hepatocytes were isolated using a standard two-step perfusion technique. In brief, the liver was perfused with 15 ml of perfusion buffer (NaCl 8000 mg/l, KCl 400 mg/l, NaH_2_PO_4_ 600 mg/l, Na_2_HPO_4_ 600 mg/l, NaHCO_3_ 350 mg/l, EGTA 190 mg/l, Glucose 900 mg/l, pH 7.35–7.4) through the inferior vena at a flow rate of 3 ml/min, followed by 25 ml Enzyme buffer (NaCl 8000 mg/l, KCl 400 mg/l, NaH_2_PO_4_ 600 mg/l, Na_2_HPO_4_ 600 mg/l, NaHCO_3_ 350 mg/l, CaCl_2_·2H_2_O 560 mg/l, HEPES 190 mg/l, Collagenase Type 1 (Gibco) 600 mg/l, pH 7.35–7.4) at the same flow rate. After perfusion, the liver was removed from the abdominal cavity and hepatocytes were released into the M199 medium supplemented with 10% FBS and 1% penicillin-streptomycin using sterile surgical scissors. Cell suspension was filtered through a 70 μm cell strainer (Corning). After centrifugation, hepatocytes were purified by 50% of percoll (Sigma) gradient at low-speed centrifugation (400 × *g*, 15 min) then the pellets were dissociated into single-cell suspension. Viability of isolated hepatocytes were about 90% as determined by Trypan blue staining. Finally, hepatocytes were seeded into gelatin-coated well plates at a density of 5 × 10^4^/ml. Albumin-Cre mice (Jackson Laboratory, strain number: 003574) were mated with R26RtdTomato mice (Jackson Laboratory, strain number: 007914) to generate mice with specific expression of tdTomato in hepatocytes. The offspring mice at the age of 8–10 weeks were used for lineage tracing experiments (Fig. 3a).

### Generation and culture of IL6-iHPCs

After the primary hepatocytes adhered in 24-well plates for about 6 h, the medium was changed into IL6 expansion medium (IL6-HCM: DMEM/F12, 1 × ITS (Sigma), 20 ng/ml EGF (Sigma), 20 ng/ml HGF (Gibco), 10^−7^ M Dexamethasone (Sigma), 30 ng/ml IL6 (R&D Systems) and 1% penicillin-streptomycin. At day 14, the IL6-iHPCs were trypsinized into single cells and washed with DMEM/F12 supplemented with 10% FBS, then the IL6-iHPCs were reseeded into gelatin-coated 6-well plates at a density of 1 × 10^5^/well and cultured in IL6-HCM, the medium was changed every other day.

### Cell differentiation

For induction of hepatic maturation, IL6-iHPCs growth in IL6-HCM until 90% confluence. Then the medium was changed into HMM (DMEM/F12 (Gibco), 1 × ITS (Sigma), 10^−6^ M Dexamethasone (Sigma), 20 ng/ml OSM (Gibco), 1% penicillin-streptomycin, the medium was changed for every 2 days for 7 days.

### Cell counting

To evaluate cell proliferation, cells were fixed with 4% paraformaldehyde (PFA) at room temperature for 30 min and then washed three times with PBS. Then, Nuclei were stained with Hoechst 33342 (10 μg/ml) for 30 min. One field per well was imaged using the ×10 objective on a PerkinElmer Opera Phenix High Content Screening System and the images were analyzed using the associated Harmony Office Software.

### Immunofluorescence staining, PAS staining and ICG assay

Tissue slides were incubated in PBS containing 0.3% Triton X-100 and 5% BSA for 1 h. The slides were incubated with primary antibodies at 4 °C overnight. After thorough wash, slides were incubated with the appropriate fluorescence-conjugated secondary antibodies (1:500) for 1 h at room temperature. Finally, the cell nuclei were stained with Hoechst 33342 solution for 30 min. Cells were fixed in 4% PFA at room temperature for 30 min, then follow the same staining protocol as tissue slides. Images were captured with an Olympus IX71 inverted fluorescent microscope and analyzed by professional image analysis software (ImageJ).

The following antibodies were used in this study: CyclinD1 (1:200; Abcam ab134175), Ki67 (1:200; Cell Signaling Technology 9129S), Sox9 (1:200; Millipore ab5535), Cytokeratin 19 (1:200; Abcam ab52625), Albumin (1:200; Bethyl, A90-234A), Hnf4α (1:200; Abcam ab181604), Cyp1a2 (1:200; Abcam ab22717), Cyp2c9 (1:200; Abcam ab4236), Fah (1:200; GeneTex GTX114400), GS (1:500; Abcam, ab49873), Arg1 (1:200; Abcam, ab96183). Secondary antibodies including Alexa Fluor 555 goat anti-mouse IgG (#A32727), Alexa Fluor 555 goat anti-rabbit IgG (#A32732), Alexa Fluor 488 rabbit anti-goat IgG (#A27012), Alexa Fluor 488 goat anti-mouse IgG (#A32723) and Alexa Fluor 488 goat anti-rabbit IgG (#A11034) were purchased from Invitrogen.

To analyze the glucose storage ability of primary hepatocytes and IL6-iMHs, cells were fixed by 4% PFA and staining with PAS kit (Sigma) according to the manufacturer’s instructions. To analyze the ICG uptake capacity of primary hepatocytes and IL6-iMHs, the HMM was replaced by fresh medium supplied with 1 mg/ml ICG (US Pharmacopeia, 1340009) and incubated for 1 h, then the cell fixed by 4% PFA for 30 min. Images were captured with an Olympus IX71 inverted fluorescent microscope.

### Albumin ELISA, urea assay

To analyze albumin secretion ability, primary hepatocytes and IL-6iMHs were cultured for 24 h, and the supernatants were collected and measured using a mouse serum albumin kit (Abcam, ab108792) according to the manufacturer’s instructions. Mouse urea were detected using a Urea Assay Kit (Sigma-Aldrich, MAK006), according to the corresponding manufacturer’s instructions. The absorbance signals were measured with the EnSight™ multimode plate reader (PerkinElmer).

### Cyp450 metabolism assay

To measure Cyp450 enzyme activity, primary hepatocytes and IL6-iMHs were cultured in HMM containing 100 μM phenacetin, 100 μM diclofenac and 100 μM testosterone for 24 h. Then, the supernatants were collected. Concentrations of the metabolites (acetaminophen, 4’-OH-diclifenac and 6β-OH-testosterone) in the supernatants were measured via liquid chromatograph-tandem mass spectrometer (Waters UPLC I-Class and Waters Xevo TQ-S mass spectrometer). All compounds were also purchased from Sigma-Aldrich and used as standard samples.

### Assessment of anti-IL6 antibody

The primary hepatocytes or IL6-iHPCs (P5) were cultured in IL6-HCM and supplied with different concentrations of control IL6 neutralizing antibody (R&D Systems, MAB406-SP) or IgG (R&D Systems, 6-001-A) as shown in Supplementary Fig. 2a–d, the medium was changed for every other day.

### Assessment of PI3K/AKT, ERK1/2, STAT3 pathways inhibitors and TGFβ1

The primary hepatocytes were cultured in IL6-HCM and supplied with different concentrations of chemicals or TGFβ1 (R&D Systems, 240-B-010) as shown in Fig. 6b. All chemicals were purchased from MedChemExpress, the medium was changed for every other day.

### Establishment of single hepatocytes derived IL6-iHPC clones

The single primary hepatocytes were pipetted under fluorescence microscope and seeded in one well of 96-well plates. After cultured in IL6-HCM for 14 days, the single primary hepatocytes derived IL6-iHPC clones were trypsinized and reseeded into new 12-well plate for further expanding.

### Quantitative RT-PCR analysis

Total mRNA was isolated using Trizol (Invitrogen) and 1 μg RNA was reversed to cDNA using PrimeScriptTM RT reagent kit (Takara) according to the manufacturer’s protocol. Real-time PCR was performed using Hieff Qpcr SYBR Green Master Mix (Yeasen) and analyzed with a Stratagene Mx 3000P thermal cycler. Primers sequences are supplied in Supplementary Table 2.

### Flow cytometry analysis of hepatocytes ploidy populations

Primary hepatocytes and IL6-iHPCs were fixed and permeabilized with Fixation/Permeabilization buffer (eBioscience™, 005123-43) for 20 min at 4 °C, after thorough wash, cells were incubated with 10 μg/ml propidium iodide (containing 0.2 mg/ml RNAase) for 30 min at room temperature, then cells were transferred into the 96-well plate through a 40 μm filter membrane, and then analyzed using a flow cytometer (ACEA Novocyte).

### FACS sorting of 2c, 4c, 8c-hepatocytes

Primary hepatocytes were suspended in DMEM/F12 supplemented with 50 mg/ml Hoechst 33342 and 5 μM reserpine and incubated at 37 °C for 10 min. Following the addition of 5 μg/ml propidium iodide (Yeasen, 40711ES10), the cells were analyzed using a FACS Aria III system (BD) as described in Supplementary Fig. 11 and sorted into 24-well collagen-coated plates for culture.

### Karyotyping analysis

Cultured IL6-iHPCs in exponential growing phase were incubated with IL6-HCM containing 100 ng/ml colcemid for 3–4 h at 37 °C. Then, the cells were harvested via trypsinization and were treated with 0.075 M KCl at 37 °C for 30 min, and then fixed in methanol: acetic acid (3:1 ratio), with the solution changed two times. Finally, chromosomes were spread on slide glasses and stained with Giemsa staining solution (Gibco).

### 2/3 partial hepatectomy (2/3 PHx)

Mice (C57BL/6J) at the age of 8–10 weeks were used for this experiment. 2/3 PHx operation was performed as previously reported^63^. Adult mice were sacrificed at 6 h, 24 h, day 3, day 7 and day 14 to obtain liver tissues.

### Bioinformatic analysis

RNA library for RNA-sequencing was prepared as follows: Firstly, total RNA was isolated using Trizol according to the manufacturer’s instructions. Secondly, mRNA was purified from total RNA and then was reverse-transcribed to cDNA for sequencing. Finally, after library preparation and pooling of different samples, the samples were subjected for Illumina sequencing using PE150 (paired-end 150nt) sequencing. Heatmap and correlation map were drawn by R software (v4.2.1, https://www.r-project.org). Genes with median absolute deviation (MAD > 2) were used for hierarchical clustering. 

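Of the 12328 genes tested in the 33 cell samples, 307 had a MAD over 2 on log2(FPKM + 1), with the constant of 1.4826 that R applies by default. A limit of 1 gave 2688 genes. Without the constant, a choice tried only after the data had been seen, 61 genes had a MAD over 2.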

GSEA was performed to identify the significantly enriched pathways of hepatocytes culturing with IL6 for 14 days. (Website: gsea-msigdb.org; Software: GSEA v4 desktop).

### Western blot

Cells were lysed and homogenized in RIPA buffer supplemented with a protease inhibitor cocktail (Roche). Total protein was quantified using the BCA Protein Assay Kit (Thermo Fisher). Then protein extracts were boiled at 100 °C for 10 min in sample buffer (50 mM Tris-HCl, 2% w/v SDS, 10% glycerol, 1% β-mercaptoethanol, 0.01% bromophenyl blue (pH 6.8)). Cell lysates were separated on SDS-PAGE and transferred to polyvinylidene difluoride membranes. The membranes were first incubated with blocking buffer (TBS with 0.05% Tween 20, 10% nonfat milk) for 1 h at room temperature and then incubated overnight at 4 °C in buffer containing primary antibody. After thorough wash, cells were incubated with the appropriate HRP-conjugated secondary antibodies (1:10,000) for 1 h. Immunostaining was visualized using Amersham ECL Plus Western Blotting detection reagents (GE Healthcare) and ChemiDoc imaging system (Bio-Rad). The uncropped and unprocessed scans of the blots were provided in Supplementary Fig. 15.

Antibodies used include anti-STAT3 (1:1000; CST 9139S), anti-p-STAT3 (1:1000; CST 9145S); anti-Akt (1:1000; CST 9272S); anti-p-Akt (1:1000; CST 4060S); anti-ERK1/2 (1:1000; CST 4695S); anti-p-ERK1/2 (1:1000; CST 4370S); anti-GAPDH (1:8000; CST 2118S); HRP-linked anti-rabbit IgG (1:10,000; CST 7074S), HRP-linked anti-mouse IgG (1:10,000 CST 7076S).

### Hematoxylin and eosin (H&E) staining

Liver samples were fixed in 4% paraformaldehyde (PFA), embedded in paraffin, and cut into 5 μm-thick sections. For H&E staining, sections were first stained with hematoxylin solution for 10 min, and then stained with eosin alcohol solution for 5 min. Finally, the sections were dehydrated and mounted with Permount Mounting Medium.

### Hepatocyte transplantation and samples collection

All procedures for the care and the use of animals were complied with international guidelines and were approved by the Animal Ethics Committee of Shanghai Institute of Materia Media. *Fah*^−/−^ mice (C57BL/6J background) at the age of 8–10 weeks were used for this experiment. Before transplantation, *Fah*^−/−^ mice were fed with 7.5 mg/l NTBC in drinking water. For cell transplantion, according to previous reports, hepatocytes (2.5 × 10^6^) were suspend in 250 μl 0.9% sodium chloride solution and transplanted into *Fah*^−/−^ mice via intrasplenic injection through a left-flank incision under 1.25% tribromoethanol anesthesia. After the operation, NTBC was withdrawn from the drinking water immediately. The blood and liver samples of *Fah*^−/−^ mice transplanted with vehicle were collected at day 28. The blood and liver samples of *Fah*^−/−^ mice transplanted with hepatocytes were collected at day 63. ALT, AST, ALP and TBIL were determined by commercial kits (BioAssay Systems) and a multimode plate reader.

### Barx2, Elf3, FoxM1 and Mxd3 knockdown in IL6-iHPCs (P10)

Short hairpin RNA (shRNA) targeting mouse *Barx2*, *Elf3*, *FoxM1* and *Mxd3* mRNA (Supplementary Table 3) were cloned into the PLKO.1/U6 plasmid. HEK293T cells were co-transfected with PLKO.1 (lentiviral plasmid), psPAX2 (packaging plasmid) and pMD2.G (envelope plasmid). Supernatants were collected 72 h after transfection. Lentiviral particles were filtered and stored at −80 °C until use. IL6-iHPCs (P10) were seeded in 24-well plates at a density of 2 × 10^4^/well. Then the medium was replaced by virus-containing supernatant supplemented with 8 μg/ml polybrene (Millipore), and the plates were centrifuged at 1000 × *g* for 90 min to ensure viral infection, after infection the medium was changed to IL6-HCM for further culture. Knockdown efficiency was determined using qRT-PCR and cell counting later.

### Statistical analysis

Values are reported as means ± SEM. *p* values were calculated by Student’s *t* test for two groups. To compare the curves for two groups, two-way ANOVA was performed in Figs. 1c, 4b, i and 5g. Survival was analyzed with Log-rank test in Fig. 4c and Supplementary Fig. 10a. *p* values <0.05 were considered statistically significant. All graphs were plotted with GraphPad Prism software (version 8.0.1). The Immunofluorescence staining and positive cell percentage were analyzed using ImageJ software (version 1.46r).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The microarray data are available at the NCBI Gene Expression Omnibus with accession number GSE215423. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

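The values analysed are those the authors deposited, 1 per gene and sample, for 33 samples of hepatocytes, IL6-iHPCs and IL6-iMHs, 18 liver samples after PHX and 9 samples of cultures at day 7. The paper's text names neither the unit nor the software that made them. They were taken as FPKM that the authors made from mapped reads before depositing them, since they are not whole numbers, their sums differ between samples, and sums weighted by gene length are nearly equal. The values of the 3 tables were not combined in any fit. The reads themselves were not analysed here, so alignment, counting and annotation are the authors'.
In each table, symbols listed more than 1 time (2 in the cell table and 2 in the liver table) were averaged. Rows at 0 in every sample numbered 527, 144 and 40 in the cell, liver and day 7 tables. Symbols that a spreadsheet had turned into dates (27, 25 and 3) were kept as they stood. The table for day 7 was used only in part, for its 480 complete rows, with 1 row cut off. Mitochondrial genes do not appear in the tables, so their share was not examined. No sample was left out.
Depth was recovered from the values, since each is a whole number of reads times a step that depends on gene and sample. This gave 49.3 M to 88.9 M reads (M, mega) on genes per cell sample and 46.9 M to 73.98 M per liver sample, and was not possible for the day 7 part. Reads are found only up to a common factor, so a read here is the smallest unit counted, and whether that is a single read or a pair was not established.
Genes at 1 FPKM or more in at least 3 samples were kept, 12328 in the cell table, 11114 in the liver table and 276 in the day 7 part. Values were analysed as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, with a trend in the prior variance and all groups of a table in 1 fit. P-values were adjusted by Benjamini-Hochberg over all genes tested. A gene was counted as changed at an adjusted p-value under 0.05 and at least 2-fold. Correlations and clustering used the genes with a median absolute deviation (MAD) over 2, with genes scaled, Euclidean distance and complete linkage for the clustering. The depth work used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.
Gene lists were written from general knowledge and not from the paper's own supplementary lists, for the cell cycle, 6 hepatic functions, IL6-JAK-STAT3 signaling and markers of Kupffer cells, endothelial cells, stellate cells, red blood cells and progenitors. They were tested with camera at a preset correlation of 0.01, beside camera with an estimated correlation and fry. The cell cycle, hepatic function and IL6-JAK-STAT3 lists in 5 comparisons of the cell table form a family of 45 tests, and all lists at 5 times in the liver table form a family of 80 tests.
Transcription factors were symbols that match name patterns of transcription factor families, joined with the genes of the day 7 table, as fixed in the design. While the work was under way, the patterns alone stood in for this set for a time and counts were seen with both. Both are therefore given for the main counts of the groups. Counts under other settings are for the combined set unless stated.
Genes are named by a rule. Named are every gene the paper names, every gene in all 3 transcription factor groups, from each list the 2 largest rises and 2 largest falls past the threshold, and the 3 highest and 3 lowest changes of IL6-iMHs against hepatocytes among genes changed the same way in all 4 lines. Cebpd, the rest of Group 3, the Y-linked genes and single Kupffer cell genes were named after their values had been seen.
The design, the groups and a set of alternatives were fixed before the data were examined. These alternatives were a pseudocount of 0.1, no filter, a filter at 5 FPKM, quantile normalization, a replicate block, no fold threshold, 1.5-fold and 4-fold thresholds, estimated correlation, fry, other rules for the groups, other gene choices and Spearman's correlation, and leaving out each sample. Limma voom on recovered reads, a MAD without the constant, and every alternative applied to the overlap of Groups 1 and 2 were added after the data had been seen. The simulations that dealt out fold changes to genes at random were added then too, each with 3 samples per group, the residual spread of each gene and 1 set of simulated hepatocytes for all 4 comparisons.
In a self-test, values with known changes were made from the gene means and spread of each table, for 3 samples against 3. They were put through the same steps, but the fits of all groups were not simulated for these calls. All planted changes lay past the 2-fold limit, so the shares found say nothing on changes near it. Of 200 changed genes, 185 (92.5%) were called among 12328 of the cell table and 180 (90.0%) among 11114 of the liver table. In the day 7 part, 54 of 55 (98.2%) were called among 276. Wrong calls numbered 0 in the cell table, 12 in the liver table and 0 in the day 7 part. Of 200 unchanged lists, 7 and 3 were under 0.05 in camera with values made from the cell and liver tables. All 30 planted Group 1 genes were found, and 0 of 20 that stayed up late. That test gave every gene the same noise, which was below the median SD of 0.256 between the replicates of PHX-D3. Depth was recovered for all 2968 genes of 6 made-up libraries, a test that had first revealed an error of a factor of 2 in 1 library, since put right.
Staining, qPCR, knockdown and transplantation of the paper were not analysed here.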

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

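Tests of depth for the Y-linked genes, of cell shares and scaling at PHX-D7 and of Alb in IL6-iHPCs-mouse-1 (P10) were chosen only after the results had been seen. The other tests in these paragraphs were written down before they were run.
Y-linked transcripts were present in IL6-iHPCs-clone-1 (P20) and absent from the IL6-iMHs made from them. Eif2s3y stood at 20.0 ± 2.16 FPKM (SD, n = 3) in the former and was listed at 0 in all 3 samples of the latter. The change in clone-1 minus that in the other 3 lines was -4.39 for Eif2s3y (standard error 0.08, adjusted p = 1.7e-26 in limma with Benjamini-Hochberg adjustment), -3.03 for Ddx3y, -2.75 for Kdm5d and -2.14 for Uty. The 4 genes had 6575 to 9095 reads in each IL6-iHPC sample of clone-1, 13066 to 18444 at D3, 9185 to 10803 at D14, 994 to 1550 in hepatocytes and at most 2 in any sample of the mouse-1 and mouse-2 lines. By this measure the hepatocytes, the first cultures and IL6-iHPCs-clone-1 held cells that express Y-linked genes, and the mouse-1 and mouse-2 lines did not.
Depth does not account for the absence in IL6-iMHs-clone-1, since the level in IL6-iHPCs would have given 20493 reads in their 3 libraries and 0 were seen. Libraries of another of the sequenced lines were argued against, since of 15 transcripts present in IL6-iHPCs-clone-1 alone, Y-linked ones left out, 7 were seen in IL6-iMHs-clone-1 and at most 2 in the IL6-iMHs of another line. This rests on clone-1 alone. Of 3 such transcripts of mouse-1 (P10) and 6 of mouse-1 (P35), 0 were seen in the IL6-iMHs of their own line, and 1 of the 6 was seen in IL6-iMHs-clone-1. Mouse-2 had 0 such transcripts. A female animal whose cells were not among the sequenced IL6-iHPCs, and loss of the Y chromosome during culture, cannot be told apart here. 4 X-linked genes with counterparts on the Y keep this open, since their mean log2 value was 4.64 to 4.94 in the 3 IL6-iHPC cultures with Y-linked reads and 4.54 to 4.91 in the 3 without. Their difference between IL6-iMHs and IL6-iHPCs, -0.35 in clone-1 (spread 0.18) and -1.14, -1.49 and -1.70 in the other lines, therefore decides nothing. Xist was not analysed here.
The fall of the cell cycle list on maturation differed between passages of the same mouse. The change from IL6-iHPCs to IL6-iMHs in mouse-1 at P35 minus that at P10 had a median of -3.62 on the log2 scale, with all 45 genes lower (camera p of 5.3e-18, fry p of 6.9e-25, camera with estimated correlation p of 0.0062). It stems from the IL6-iHPCs, whose list was higher at P35 than at P10 by 3.50, with 45 of 45 genes higher. A shift of all genes alike was argued against, since 100% of 10000 random lists matched on expression had a lower median, with 1.12 the highest. IL6-iMHs under the label of IL6-iHPCs-mouse-1 (P10) were argued against too, since Alb took at most 1.78% of summed FPKM in those libraries and at least 9.47% in every IL6-iMH library. Passage and other differences between the 2 cultures, such as density at harvest, were not separated here.
Kupffer cell and macrophage markers rose in liver at PHX-D7, a time at which the paper reports on transcription factors only. The list of 13 genes had a median of 2.19 against normal liver, with 13 of 13 higher (camera p of 8.6e-10, adjusted 1.1e-08 over 80 tests, fry p of 1.1e-06). Among them, chosen after their values were seen, Cd74 rose from 66.6 to 620 FPKM, Cd5l from 66.8 to 398 FPKM, Lyz2 from 72.2 to 363 FPKM, C1qa from 58.6 to 272 FPKM, Clec4f from 50.6 to 112 FPKM and Adgre1 from 5.28 to 32.2 FPKM. The other marker lists had medians of 0.71 for endothelial cells (12 genes, adjusted 0.015), 0.78 for stellate cells (12 genes, adjusted 0.077), 0.32 for progenitors and 2.07 for red blood cells (6 genes, adjusted 0.490). The Kupffer cell list did not rise at the other times. Its medians were -1.23 at 6 h, -0.77 at 24 h and -0.64 at D14 (adjusted 0.019, 0.0050 and 0.035 in camera), and -0.03 at D3.
PHX-D7 also had more genes higher than normal liver (868) than 6 h (531), 24 h (416) or D3 (370). A lower share of hepatocyte RNA with all other liver cells alike was argued against, since the lowest library median of the Kupffer cell list exceeded the highest of the endothelial and stellate cell lists by 0.84. A single library was argued against, since the lowest count without 1 of the PHX-D7 libraries was 628, against 525 at 6 h and 410 at 24 h in the same fit. Greater depth was argued against, since 870 genes were higher at PHX-D7 with all libraries drawn down to 46.9 M reads, against at most 530 at 6 h, 24 h and D3. Scaling of the samples remains a candidate explanation for the order of these counts, since 580 genes were higher at D7 after quantile normalization, against 758 at 6 h. Within the Kupffer cell list, log2 fold changes at PHX-D7 ran from 1.14 for Clec4f to 3.25 for Cd74. Whether more macrophages, other cells that express these genes or a change within macrophages raised the list was not tested.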

How the results depend on the processing

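Limma voom on recovered reads, the MAD without its constant and all alternatives for the overlap of Groups 1 and 2 were chosen only after the results had been seen. Where a result changed, the cause was not tested unless stated.
Counts of changed genes kept their order in size under most settings. Without a fold threshold they rose to 11598 (passaged IL6-iHPCs against hepatocytes), 10832 (IL6-iMHs against hepatocytes) and 11301 (IL6-iMHs against passaged IL6-iHPCs), as dropping a condition must raise them. Quantile normalization gave 2281 in the last comparison, and voom gave 6481 in the second and 5437 in the last. A block for the replicate number, which pairs samples of the same number, left these counts as they were. Samples of the same number were not more alike than others (mean correlations -0.015, -0.079 and -0.030 in the 3 tables), so the numbers are not pairs.
The cell cycle list lost its call with an estimated correlation, which leaves medians as they are, in passaged IL6-iHPCs against hepatocytes (p of 0.156) and in IL6-iMHs against IL6-iHPCs (p of 0.077). Its median of 2.33 in the former ran from 1.46 after quantile normalization to 4.79 in voom, and that of -1.69 in the latter from -1.33 to -2.73. The IL6-JAK-STAT3 list at D14 gained a call in fry (1.63, p of 5.8e-30) and after quantile normalization (0.74, p of 0.039). With single samples left out its median was 1.62 to 1.72. It gained a call without any 1 hepatocyte sample, where 62 in place of 66 genes passed the filter.
Group 1 held 77 genes with a pseudocount of 0.1, 33 with a filter at 5 FPKM, 113 at 1.5-fold, 16 at 4-fold, 30 with the patterns alone, 31 when return to normal meant less than 1.5-fold above normal liver, and 77 in voom. Group 2 held 656 genes with a pseudocount of 0.1, 180 after quantile normalization, 646 at 1.5-fold and 170 at 4-fold. It held 905 when a rise in at least 1 of the 4 cultures was enough, and 696 in voom. Group 3 held 6 genes with a filter at 5 FPKM, 26 at 1.5-fold, 3 at 4-fold and 1 with the patterns alone. Groups 1 and 2 shared 48 genes with a pseudocount of 0.1, 82 at 1.5-fold, 6 at 4-fold, 13 under the rule of less than 1.5-fold, 41 with a rise in at least 1 culture, and 49 in voom. Groups 1, 2 and 3 shared 4 genes at 1.5-fold and 0 with the patterns alone. The replicate block gave 50, 440 and 11 genes and an overlap of 23.
Over all genes passing the filter, r with hepatocytes was 0.788 in IL6-iMHs, 0.548 at D3 and 0.585 in passaged IL6-iHPCs, and 0 IL6-iMH samples clustered with hepatocytes. Over genes with a MAD over 1, r was 0.193 at D3 and 0.277 in passaged IL6-iHPCs. At D3 it was 0.11 with a pseudocount of 0.1, -0.105 by Spearman's correlation and 0.0127 without the MAD constant, where 9 IL6-iMH samples clustered with hepatocytes.
Several small changes went the other way after quantile normalization, a setting that sets all samples to the same distribution. The cell cycle list in IL6-iHPCs-mouse-1 (P10) against hepatocytes became -0.13, while voom gave 1.87. Mxd3 became -0.56 at D3 and -0.53 at D14, -0.0389 in IL6-iMHs against hepatocytes and 0.16 at PHX-6h. In IL6-iMHs against hepatocytes, Sox9 became -0.42. The 0.00 of Alb in that comparison does not test its rise, since this setting gives genes of equal rank the same value. In IL6-iMHs against IL6-iHPCs, Hnf4a became -0.14 and Barx2 0.15. Nat2 in passaged IL6-iHPCs became -0.0667, and Serpina7 in HCM-Hepa-D7 against primary hepatocytes -0.0113. In voom, Serpina7 at PHX-D3 became 0.0139.
With each sample left out in turn, counts ran from 7959 to 8080 at D3, 7552 to 7742 at D14, 7107 to 7333 in passaged IL6-iHPCs, 3762 to 4050 for IL6-iMHs against hepatocytes and 3409 to 3503 for IL6-iMHs against IL6-iHPCs. Group 1 held 48 to 58 genes, Group 2 428 to 461, Group 3 8 to 11 and the overlap of Groups 1 and 2 21 to 28. The cell cycle list lay at 2.26 to 2.34 and -1.71 to -1.68, and hepatic function lists at -3.77 to -3.54 in passaged IL6-iHPCs, -1.63 to -1.41 in IL6-iMHs against hepatocytes and 1.56 to 1.60 between these. The count at PHX-D3 ran from 460 without its replicate 2 to 1028 without its replicate 3.
Some results changed sign with 1 sample left out. Endothelial markers at D3 ran from -0.54 to 0.30, the cell cycle list from IL6-iHPCs to IL6-iMHs of mouse-1 (P10) from -0.00319 to 0.0842, Foxm1 at PHX-24h from -0.15 to 0.00874, Mxd3 at PHX-6h from -0.0752 to 0.00442, and Serpina7 from -0.62 to 0.41 at PHX-D3 and from -0.46 to 0.19 at PHX-D7. Serpina7 at PHX-6h ran from 0.96 to 1.63, Mxd3 at PHX-D7 from 0.89 to 1.08, stellate cell markers at PHX-D7 from 0.70 to 0.88 and Kupffer cell markers in IL6-iMHs from -2.15 to -0.98. Over all other results and planned or added settings, 1451 kept their call, 29 moved, 32 grew stronger and 24 weaker.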

Differences from the paper's values

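The alternatives named here were planned before the data were examined, except voom on recovered reads and the alternatives for the overlap of Groups 1 and 2, which were added after the data had been seen.
The paper's Group 1 has 115 transcription factors, against 51 genes here. The count came within a factor of 1.5 of the paper's at 1.5-fold (113), with a pseudocount of 0.1 (77) and in voom (77). It stayed further apart after quantile normalization (68), without a filter (49), with a filter at 5 FPKM (33), with a replicate block (50), at 4-fold (16), with the patterns alone (30), with return to normal as less than 1.5-fold above normal liver (31) and with any 1 sample left out (48 to 58). Except with the patterns alone, these counts are of the combined set, which holds many genes that do not match the patterns. In the main setting 30 of the 51 matched them. The patterns alone were not counted at 1.5-fold, so the 113 there is not a match in transcription factors.
The paper's Group 2 has 361 transcription factors, against 440 genes here and 392 with the patterns alone. Among the planned settings, some took the count further than a factor of 1.5 from the paper's. These were a pseudocount of 0.1 (656), 1.5-fold (646), 4-fold (170), quantile normalization (180) and a rise in at least 1 culture (905).
The paper's Group 3 has 85 transcription factors, against 11 genes here, from a table used in part. No alternative reached the paper's number. The highest were 26 at 1.5-fold and 15 with a pseudocount of 0.1.
In Groups 1, 2 and 3 together the paper has 16 genes, against 1 here. No alternative reached the paper's number, and the highest was 4 at 1.5-fold. This decides nothing on the paper's number, since only 480 rows of the day 7 table were used. The 4 transcription factors that the paper names lie outside those rows.
The paper places Barx2, Elf3, Mxd3 and Foxm1 in all 3 groups. Group 3 could not be examined for them, since they are outside the part of the day 7 table used. Over 12 settings, Barx2 was in Group 1 in 0 and in Group 2 in 3 (pseudocount of 0.1, a rise in at least 1 culture, voom). Elf3 was in Group 1 in 0 and in Group 2 in 10, all but quantile normalization and 4-fold. Mxd3 was in Group 1 in 1 (quantile normalization) and in Group 2 in the same 3 as Barx2. Foxm1 was in Group 1 in 6, in Group 2 in 4 (the same 3 and 1.5-fold) and in both in 1, a rise in at least 1 culture. Over 42 fits with 1 sample left out, Elf3 was in Group 2 and Foxm1 in Group 1 in all 42, Mxd3 was in Group 1 in 3 and Barx2 in neither group in any.
The paper describes hepatic function genes in IL6-iMHs as near those of primary hepatocytes. Here their median was -1.62 against hepatocytes, with 84 of 145 genes lower past both thresholds, and the planned settings gave -1.63 to -1.36. Glucose and lipid genes came near after quantile normalization (-0.26 and -0.16).
The paper describes cell cycle genes as raised in IL6-iHPCs and lowered in IL6-iMHs. In mouse-1 (P10) the list changed by 0.05 between them, with 25 genes higher and 20 lower. Its median against hepatocytes was 0.43 in that line, from -0.13 to 1.87 over the alternatives. Mki67 and Ccnd1, which the paper stained, fell in this line too, since all 12 IL6-iMH samples lay below all 12 samples of passaged IL6-iHPCs. For Top2a this held in 8 of the 12.
The paper reports enrichment of IL6-JAK-STAT3 genes at D14. The list used here gave no call in camera (p of 0.190). It gave one after quantile normalization (p of 0.039), in fry, and without any 1 hepatocyte sample (p from 0.037 to 0.039).
The paper groups IL6-iMHs with hepatocytes. The same was found over genes with a MAD over 2, and not over all genes tested, where 0 of 12 samples did so.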

Other observations

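The test of other liver cells in the hepatocyte samples was chosen only after the result had been seen. So was the comparison of PHX-D3 replicate 2 with the replicates of other times. The regroupings and the tests of depth for PHX-D3 replicate 2 and of abundant transcripts were written down before they were run.
Regrouping the samples showed how often a result as large arises from the same samples under other labels, counting the real labels. With 3 samples against 3 there are 10 ways, so the lowest share is 1 of 10. It was 1 of 10 for the changed genes at D3, at D14, in IL6-iMHs of each of the 4 lines against hepatocytes and against their own IL6-iHPCs, at each of the 5 times after PHX and in both comparisons of IL6-iHPCs-D7. It was also 1 of 10 for the IL6-JAK-STAT3 list at D14, for the cell cycle list in IL6-iHPCs of each line against hepatocytes, at P35 against P10, and in IL6-iMHs of mouse-2, clone-1 and mouse-1 (P35) against their IL6-iHPCs. It was 5 of 10 for the cell cycle list in IL6-iMHs-mouse-1 (P10) against IL6-iHPCs-mouse-1 (P10). In all of these, a real difference and a chance split of the samples cannot be told apart by regrouping, since 10 ways are too few.
In the pooled comparisons, 1 of 100 regroupings, the real one, gave as many changed genes in passaged IL6-iHPCs against hepatocytes, IL6-iMHs against hepatocytes and IL6-iMHs against passaged IL6-iHPCs. In fits of the 2 classes alone these were 6969, 3910 and 3396 genes, against at most 1675, 31 and 0 under other labels. The hepatic function lists in all 3 comparisons and the cell cycle list in IL6-iMHs against passaged IL6-iHPCs also gave 1 of 100. The cell cycle list in passaged IL6-iHPCs against hepatocytes gave 8 of 100, so a median of 2.33 could arise from other groupings of samples that differ this much between lines. All these regroupings moved single libraries, although the 3 of a group are technical repeats. Their shares therefore do not cover the variation between lines or mice. With 4 lines against 1 group of hepatocytes, whole groups allow too few regroupings for that.
For transcription factors, as many genes arose in 2 of 100 regroupings for Group 1 (at most 63 under other labels), 1 of 100 for Group 2 (at most 13), 4 of 100 for Group 3 (at most 18), and 1 of 100 each for Groups 1 and 2 together and for Groups 1, 2 and 3 together. With the patterns alone these were 2, 1 and 5 of 100 for the 3 groups, and 1 of 100 for the overlap of Groups 1 and 2. The shares for genes in several groups say nothing on a link between the groups. With at most 13 genes in Group 2 under other labels, an overlap of 24 could not arise, and none was seen there (0 genes in Groups 1 and 2 together). Unrelated groups of the real sizes would share 21.4 genes (Fisher's exact test, p = 0.466). Here too single libraries were regrouped, and those behind Group 2 are technical repeats within each culture.
More genes were higher than lower against hepatocytes. Abundant transcripts that fill hepatocyte libraries may be a part of this. With the 100 most abundant genes of hepatocytes left out of the totals, the median of all genes in passaged IL6-iHPCs fell from 0.93 to 0.45, which leaves 48.3% of the shift and argues against this as the whole cause. The 100 most abundant genes of each sample itself, which differ between groups, took 54.2% of summed FPKM in hepatocytes and 27.6% at D3. Alb alone took 8.34% and 0.10%.
Markers of cells other than hepatocytes fell in culture, which is consistent with RNA of other liver cells in the isolated hepatocytes. At D3 the medians were -2.10 for Kupffer cells, -0.50 for endothelial cells and -2.88 for red blood cells, the highest at -0.50 against 1.14 over all genes. The endothelial value became 0.27 to 0.30 without any 1 hepatocyte sample, where genes present in hepatocytes alone no longer pass the filter. In IL6-iMHs the medians were -2.15, -1.20 and -2.87, and without any 1 hepatocyte sample the Kupffer cell list was at -1.03 to -0.98 (camera p from 0.072 to 0.074).
Transcripts of progenitors had no call as a list in IL6-iMHs. 9 of 10 such genes were higher than in hepatocytes, with a median of 1.64 (camera p of 0.081). Over the alternatives the median ran from 0.94 to 2.66. Calls arose without a filter (p of 0.038), after quantile normalization (p of 0.026) and in fry, and voom gave a p of 0.229. Krt19 stood at 76.3 ± 32.5 FPKM in IL6-iMHs (SD, n = 12) and 328 ± 320 FPKM in passaged IL6-iHPCs, against 0.03 FPKM in hepatocytes, while Cyp1a2 stayed far below hepatocytes. Sox9 stood at 2.28 ± 1.647 FPKM in IL6-iMHs and 19.3 FPKM in passaged IL6-iHPCs, against 1.29 FPKM in hepatocytes. Its log2 fold change against hepatocytes was 0.35, not past the threshold, and -0.42 after quantile normalization. Of the 12 IL6-iMH samples, 6 were above all hepatocyte samples and 3 were below all of them.
PHX-D3 replicate 2 stood apart from replicates 1 and 3. Lower depth was argued against, since at equal reads its higher correlation was 0.902, against 0.985 between the other 2. A library of another of the sampled times was argued against too. Its highest r with the mean of another time was 0.916, with 24 h, whereas replicates of every other time had an r of at least 0.974 with each other. Its r was 0.911 with 6 h, 0.856 with normal liver and 0.896 with the mean of replicates 1 and 3. Its cell cycle list stood at 0.81 against normal liver, while the replicates of 24 h stood at 0.40, -0.34 and -0.12. Differences between animals or pieces of tissue were not tested. The highest values of Barx2 and Elf3 at PHX-D3 are those of this replicate.
The cell cycle list of 36 genes rose in liver at PHX-D3, with a median of 1.13 and 35 genes higher (camera p of 1.4e-12, adjusted 2.8e-11 over 80 tests), and was still up at PHX-D7 at 0.85 (adjusted 0.0015). Cebpd, the only symbol of Group 3 that matches the patterns, was higher than in normal liver at every time after PHX, by 2.91, 1.86, 1.53, 2.62 and 1.56, so it does not return to normal as Group 1 requires.
In the part of the day 7 table used here, culture in HCM without IL6 changed nearly as many genes against primary hepatocytes (149 of 276) as culture with IL6 (147), and 15 genes separated the 2 cultures.
The paper's staining, qPCR and knockdown of the 4 transcription factors rest on samples not analysed here.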
